# Thyroid Hormone Receptor Beta in the Ventromedial Hypothalamus Is Essential for the Physiological Regulation of Food Intake and Body Weight

**DOI:** 10.1016/j.celrep.2017.05.066

**Published:** 2017-06-13

**Authors:** Saira Hameed, Michael Patterson, Waljit S. Dhillo, Sofia A. Rahman, Yue Ma, Christopher Holton, Apostolos Gogakos, Giles S.H. Yeo, Brian Y.H. Lam, Joseph Polex-Wolf, Wiebke Fenske, Jimmy Bell, Jelena Anastasovska, Jacques Samarut, Stephen R. Bloom, J.H. Duncan Bassett, Graham R. Williams, James V. Gardiner

**Keywords:** thyroid hormone, thyroid hormone receptor beta, hypothalamus, ventromedial hypothalamus, VMH, body weight, obesity, food intake, appetite, energy expenditure

## Abstract

The obesity epidemic is a significant global health issue. Improved understanding of the mechanisms that regulate appetite and body weight will provide the rationale for the design of anti-obesity therapies. Thyroid hormones play a key role in metabolic homeostasis through their interaction with thyroid hormone receptors (TRs), which function as ligand-inducible transcription factors. The TR-beta isoform (TRβ) is expressed in the ventromedial hypothalamus (VMH), a brain area important for control of energy homeostasis. Here, we report that selective knockdown of TRβ in the VMH of adult mice results in severe obesity due to hyperphagia and reduced energy expenditure. The observed increase in body weight is of a similar magnitude to murine models of the most extreme forms of monogenic obesity. These data identify TRβ in the VMH as a major physiological regulator of food intake and energy homeostasis.

## Highlights

• The ventromedial hypothalamus (VMH) expresses thyroid hormone receptor beta (TRβ)
• In mice, selective knockdown of TRβ (TRβ^−^) in the VMH results in severe obesity
• The obesity is due to overeating (hyperphagia) and reduced energy expenditure
• TRβ^−^ mice have altered expression of hypothalamic regulators of food intake

## Introduction

Energy homeostasis is regulated by neurotransmitters and by humoral factors including thyroid hormones, which act within the hypothalamus and systemically to regulate food intake (Coppola et al., 2007, Coll et al., 2007) and energy expenditure (Kim, 2008). The effects of the active form of thyroid hormone, 3,5,3′-l-triiodothyronine (T3), are mediated by two thyroid hormone receptors (TRα and TRβ), encoded by *Thra* and *Thrb*, respectively (Brent, 2012).

Metabolic phenotypes have been described in mice and humans with TR mutations. Mice with heterozygous dominant-negative mutations of TRα display a variety of metabolic phenotypes ranging from hypermetabolism, hyperphagia, and resistance to diet-induced obesity (Sjögren et al., 2007) to increased visceral adiposity, hypophagia, and impaired cold-induced adaptive thermogenesis (Liu et al., 2003). The variation in described phenotypes is likely to be due to the differing actions of individual mutant receptors on wild-type TR function (Ortiga-Carvalho et al., 2014). Humans with heterozygous dominant-negative mutations of TRα (resistance to thyroid hormone α [RTHα]) may be overweight or obese with reduced energy expenditure (Bochukova et al., 2012, Moran et al., 2013, Moran et al., 2014). Humans with heterozygous dominant-negative mutations of TRβ have RTHβ, resulting in high levels of circulating thyroid hormones and thyroid-stimulating hormone (TSH) due to impaired negative feedback of the hypothalamic-pituitary-thyroid axis (Ortiga-Carvalho et al., 2014). Humans with RTHβ may be overweight and hyperphagic (Mitchell et al., 2010) despite features of hyperthyroidism such as tachycardia and raised energy expenditure due to T3 actions in TRα-responsive tissues. These extensive studies demonstrate that thyroid hormone is an essential regulator of food intake and energy expenditure. Despite this, clinical and global gene targeting studies cannot differentiate between the developmental and adult, or systemic and central, effects of thyroid hormones.

The ventromedial hypothalamus (VMH) is a critical region of the brain involved in energy homeostasis. TRβ is the predominant TR isoform expressed in the VMH (Cook et al., 1992, Barrett et al., 2007), and previous studies suggest that thyroid hormones acting in the VMH regulate both food intake (Kong et al., 2004) and energy expenditure (López et al., 2010). Thus, we hypothesize that, in the VMH, TRβ physiologically regulates food intake and body weight. To investigate this hypothesis directly, we used stereotaxic Cre-lox gene targeting to generate a VMH-specific model of TRβ knockdown in adult mice.

## Results

### Tissue-Specific Knockdown of TRβ in the VMH in Adult Mice

We knocked down TRβ in the VMH of adult male mice using Cre-mediated excision of a floxed critical exon in the *Thrb* gene. This approach enabled temporally and spatially controlled reduction of TRβ expression specifically in the VMH of adult mice. This model eliminates the developmental consequences and abnormal systemic thyroid hormone levels that occur in global TRβ mutant mice (Ortiga-Carvalho et al., 2014) or in hypothyroid and thyrotoxic animals (Ishii et al., 2003, López et al., 2010).

The *Thrb*^*flox*^ allele contains loxP sites flanking exon 5 of *Thrb* (Winter et al., 2009) (Figure S1A). *Cre-recombinase*-mediated excision of this critical exon results in inactivation of *Thrb* (Winter et al., 2009). *Cre recombinase* was introduced into the VMH of adult male *Thrb*^*flox/flox*^ mice by stereotaxic injection of recombinant adeno-associated virus (rAAV) expressing a Cre-GFP fusion protein to generate mice with reduced TRβ expression in the VMH (VMH-TRβ^−^) mice. *Thrb*^*flox/flox*^ mice injected with rAAV encoding GFP into the VMH (VMH-GFP) were used as controls. Cre-mediated excision of the *Thrb*^flox^ allele was confirmed by PCR of DNA from whole hypothalami of VMH-TRβ^−^ mice (Figure S1B). The *Thrb*^*flox*^ allele was not excised in either the cerebellum or brainstem, indicating rAAV did not enter the ventricular system following stereotaxic injection (Figure S1B). Fluorescence microscopy and in situ hybridization (ISH) both confirmed transgene expression localized to the VMH in both groups of mice (Figures S2A and S2B). ISH using a probe specific for the floxed exon of *Thrb* demonstrated reduced expression within the VMH of VMH-TRβ^−^ mice compared with controls (Figures S2C and S2D).

### Selective Knockdown of TRβ in the VMH in Adult Mice Results in Hyperphagia and Obesity

VMH-TRβ^−^ mice consumed more food and gained more weight than controls (Figures 1A and 1B). Weight gain in VMH-TRβ^−^ mice was three times greater than that of control mice by the end of the study (Figures 1C and 1D).

**Figure 1:**
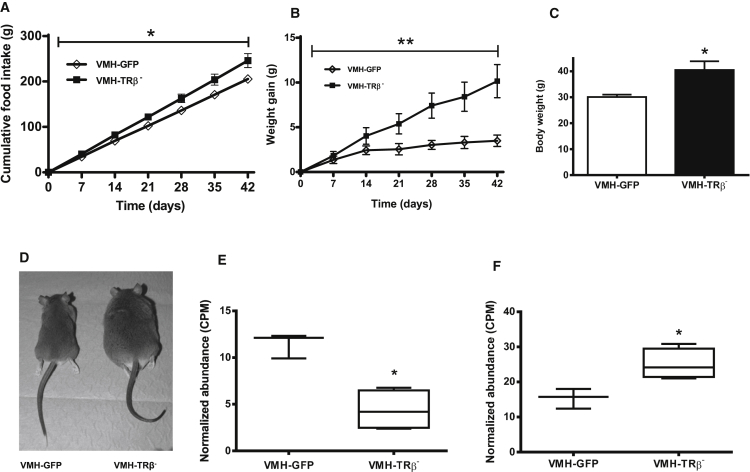
Effect of Reduced TRβ Expression in the VMH (A) Cumulative food intake. (B) Cumulative body weight change. (C) Body weight on day 42. (D) Photograph of VMH-GFP and VMH-TRβ^−^ mouse. (E) Hypothalamic expression of *Pomc*. (F) Hypothalamic expression of *Npy*. In (A)–(C), the results are mean ± SEM; n = 10 for VMH-GFP and 11 for VMH-TRβ^−^. In (E) and (F), the results are median, and whiskers are minimum and maximum; n = 3 for VMH-GFP and 4 for VMH-TRβ^−^; ^∗^p < 0.05; ^∗∗^p < 0.01. Food intake and body weight were analyzed using a generalized estimating equation exchangeable correlation matrix and robust SEs (GEE), body weight data t test. See also Figures S1–S3 and Tables S1 and S2.

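RNA-seq was performed on hypothalami from 3 VMH-GFP mice and 4 VMH-TRβ− mice, with 1 library per mouse and no pooling. The deposited values cover 11907 genes and are the authors' log2 CPM (read pairs scaled to library size), to which a small offset had been added. The lowest value in the table corresponded to the offset alone, 0.212 CPM. In every library 100% of the values, once the offset was removed, fell on whole numbers of read pairs, and the offset equalled 5 read pairs in a library of the mean size, 23.6 M read pairs. Between 20.1 M and 27.8 M read pairs per mouse were counted on these genes. The median library size was 24.6 M in VMH-GFP mice and 22.0 M in VMH-TRβ− mice. A count of 3 read pairs, taken as the smallest that can be told from none, corresponded to between 0.107 and 0.150 CPM, and this floor covers counting error only.

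Differential expression was tested with limma on the deposited log2 values, with a mean-variance trend and Benjamini-Hochberg adjustment over all 11907 genes, each of which reached 1 CPM in at least 3 mice. For single genes, a two-sided exact permutation test compared the mean log2 values over the 35 ways of dividing 7 mice into groups of 3 and 4, so that its smallest possible p was 0.029. The first principal component held 71.5% of the variance and separated all VMH-TRβ− mice from all VMH-GFP mice. Mice of both groups carry the replicate numbers 1 to 3 in the sample labels, although they are different animals. The deviations of same-numbered mice from their group means had a mean correlation across genes of 0.11, against −0.04 for other pairs of mice from different groups. Results from a paired fit, with the replicate number as a block, are therefore given beside those without it. VMH-TRβ− replicate 4 has no same-numbered control and does not contribute to the paired fit.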

Whole hypothalami for RNA-sequencing (RNA-seq) analysis were collected from mice before significant changes in body weight had occurred. This was so that changes in expression are likely to be due to changes in thyroid hormone signaling rather than secondary effects of the increase in body weight and food intake. Differential expression analysis was performed (Table S1). 

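In total, 2126 genes had an adjusted p-value under 0.05, of which 991 were higher and 1135 were lower in VMH-TRβ− mice than in VMH-GFP mice. With the replicate block, 2029 genes passed, 914 of them higher. The median absolute log2 fold change of the 2126 genes was 0.43, and 256 of them changed by more than 1 log2 unit. The values of the 2 groups did not overlap for 3666 genes, 30.8% of those tested, where chance gives 5.71%. The paper's own list holds 906 genes that were higher and 1052 that were lower, and 1752 of these passed here. All of the paper's genes changed in the direction that the paper gives. The alternative that moved the count most was a covariate for striatal RNA, the mean log2 value of 17 striatal marker genes in each mouse. With it 0 genes had an adjusted p-value under 0.05, and 469 had an unadjusted p-value under 0.05. This score did not overlap between the groups, with a highest value of 4.98 in VMH-GFP mice and a lowest of 5.92 in VMH-TRβ− mice.

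The largest rises among genes whose groups did not overlap were in immunoglobulin genes. Ighg2b, on chromosome 12 of GRCm38 from 113302965 to 113307933, had 105 ± 95.3 CPM (SD, n = 4) in VMH-TRβ− mice. Each VMH-GFP mouse had at most 3 read pairs, so that the mean was at least 699.5-fold higher. This limit depends on VMH-TRβ− replicate 3, at 238.6 CPM, with 28.6 to 107.0 CPM in the other VMH-TRβ− mice. Igkv6-32 (chromosome 6, 70074024 to 70074603) had no read pair in any VMH-GFP mouse and 22.6 ± 10.1 CPM (SD, n = 4) in VMH-TRβ− mice, at least 150.7-fold higher. The log2 fold changes of Igkc, Ighg2c and Igha were 7.66, 7.18 and 6.76, with standard errors of 0.68, 0.79 and 0.70. The largest falls were in Fcrls, Hjurp, 4833420G17Rik, Pcp4 and Olfr287, with log2 fold changes of −3.56, −2.58, −2.30, −2.12 and −2.07. The adjusted p-values of these 10 genes in the limma test ranged from 5.34e-06 to 0.0104, and all of them also passed 0.05 with the replicate block. The longest transcript of Olfr287 shares 1212 matching bases, at 97.1% identity, with that of Olfr288.

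**Figure D1:**
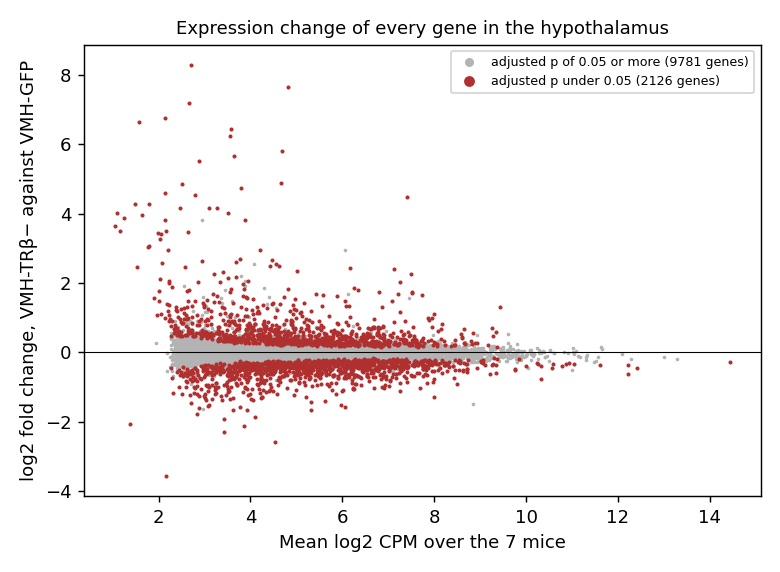
log2 fold change of each of the 11907 genes in VMH-TRβ− mice against VMH-GFP mice, by mean log2 CPM over the 7 mice. Red points are the 2126 genes with an adjusted p-value under 0.05, and grey points are the remaining genes.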

Pathway analysis of differentially expressed genes revealed an over-representation of genes involved in dopamine, growth hormone, and leptin signaling pathways, as well as genes that are involved in neuronal activity regulation including long-term potentiation (LTP) and long-term depression (LTD); these results were qualitatively the same when the false discovery rate (FDR) for analysis was set between 0.001 and 0.1 (Table S2). 

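The molecules that Table S2 lists for these pathways were matched to the deposited genes. Together the 6 lists gave 95 genes, and 79 of them had an adjusted p-value under 0.05, 48 higher and 31 lower in VMH-TRβ− mice. With the replicate block 78 passed. The lists hold only genes that the paper had called, so their over-representation was not tested again. For dopamine receptor signaling 15 of 18 genes passed, and for dopamine-DARPP32 feedback in cAMP signaling 38 of 45 did. Both of these lists share 4 genes with the striatal marker genes. Growth hormone signaling had 18 of 22 genes past the threshold and leptin signaling in obesity had 20 of 22. For synaptic LTP the count was 37 of 42, and for synaptic LTD it was 33 of 39.

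With the threshold for the adjusted p-value at 0.001, 13 of the 95 genes passed. At 0.01 the number was 37, and at 0.1 it was 94. At the threshold of 0.001, between 2 and 5 genes of each list remained, 2 for LTP and 5 for LTD. Only 231 of all tested genes passed 0.001. The paper's thresholds were applied to edgeR values, which were smaller for Pomc, at 2.08e-05 against 0.0142 in the limma test. Its pathway analysis was not repeated at any threshold, so these counts do not test whether its pathways hold.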

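Pomc (ENSMUSG00000020660) lies on chromosome 12 of GRCm38 from 3954951 to 3960642. Its expression was 4.37 ± 2.14 CPM (SD, n = 4) in VMH-TRβ− mice and 11.4 ± 1.33 CPM (SD, n = 3) in VMH-GFP mice, from 54 to 157 and from 242 to 330 read pairs. This is a log2 fold change of −1.46 (standard error 0.32, adjusted p = 0.0142 in the limma test). Every VMH-TRβ− mouse was below every VMH-GFP mouse, and the exact permutation test gave p = 0.057, since 1 other division of the mice gave a difference in means at least as large. With the replicate block the log2 fold change was −1.62 (adjusted p = 0.0253). It lay between −1.71 and −1.23 when each mouse was left out in turn, with adjusted p-values of up to 0.065.

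Npy (ENSMUSG00000029819; chromosome 6, 49822710 to 49829507) was at 25.0 ± 4.30 CPM (SD, n = 4) in VMH-TRβ− mice and 15.3 ± 2.84 CPM (SD, n = 3) in VMH-GFP mice. Its log2 fold change was 0.70 (standard error 0.15, adjusted p = 0.0139 in the limma test, exact permutation p = 0.029). The paired fit with the replicate block gave 0.68 (adjusted p = 0.00614). Leaving out each mouse in turn gave log2 fold changes between 0.55 and 0.82, again with adjusted p-values of up to 0.065. With the striatal covariate the log2 fold change was 0.15 for Pomc (standard error 0.84) and −0.26 for Npy (standard error 0.35). Neither passed the threshold (adjusted p = 0.996 for both in the limma test). The sign of both changed, but each estimate is smaller than its standard error, so a reversal is not shown. Over all alternatives, Pomc was called in 18 of 20 with adjusted p-values from 0.00639 to 0.996, and Npy in 19 of 21 with adjusted p-values from 0.00614 to 0.996.

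Thrb (ENSMUSG00000021779; chromosome 14, 17660261 to 18038090) was at 24.1 ± 1.26 CPM (SD, n = 4) in VMH-TRβ− mice and 22.8 ± 1.83 CPM (SD, n = 3) in VMH-GFP mice. The values of the 2 groups overlapped, with a log2 fold change of 0.08 (standard error 0.08, adjusted p = 0.510 in the limma test, exact permutation p = 0.286). It was 0.11 with the replicate block (adjusted p = 0.334), and Thrb passed the threshold under none of the 21 alternatives.

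**Figure D2:**
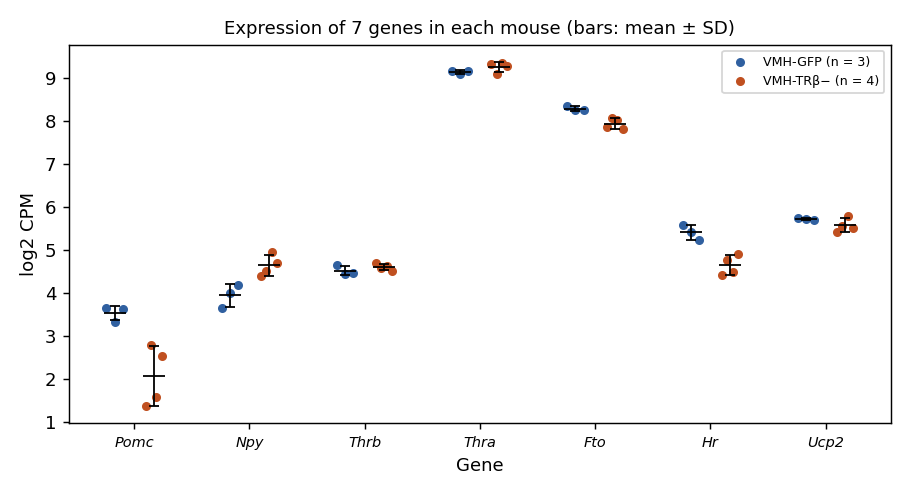
log2 CPM of Pomc, Npy, Thrb, Thra, Fto, Hr and Ucp2 in each VMH-GFP mouse (blue) and each VMH-TRβ− mouse (orange), with the mean and SD of each group in black. The groups do not overlap for Pomc, Npy, Fto and Hr, and they overlap for Thrb, Thra and Ucp2.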

Among the genes differentially expressed, *Pomc* expression was decreased (log Fc −1.38, p = 9.33 × 10^−7^) (Figure 1E), whereas *Npy* expression was increased (log Fc 0.7, p = 9.42 × 10^−6^) (Figure 1F), whereas that of *Thrb* was not altered at the level of the whole hypothalamus (Table S1). 

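Ucp2 (ENSMUSG00000033685; chromosome 7 of GRCm38, 100493337 to 100502020) was at 47.6 ± 5.46 CPM (SD, n = 4) in VMH-TRβ− mice and 52.5 ± 0.830 CPM (SD, n = 3) in VMH-GFP mice. Its log2 fold change was −0.15 (standard error 0.09, adjusted p = 0.274 in the limma test), and the values of the 2 groups overlapped (exact permutation p = 0.171). With the replicate block the log2 fold change was −0.13 (adjusted p = 0.370). The adjusted p-value of Ucp2 stayed between 0.0505 and 0.996 over 21 alternatives. Nr5a1 was not analysed here.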

Expression of steroidogenic factor 1 (*Nr5a1*), and uncoupling protein-2 (*Ucp2*), both of which are implicated in hypothalamic control of energy homeostasis (Majdic et al., 2002, Coppola et al., 2007), were unchanged. The differentially expressed genes were compared to those previously reported to be T3 responsive or directly regulated by T3 in cerebrocortical cells (Tables S1 and S2 and Figure S3) (Gil-Ibañez et al., 2017). Of the genes directly regulated by T3 in cerebrocortical cells, we identified 89 (∼15%) were also significantly changed in our samples, among which was hairless (*Hr*). 

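All 89 direct T3 genes that the paper lists are among the deposited genes. In the limma test over all genes, 79 of them had an adjusted p-value under 0.05, 45 higher and 34 lower in VMH-TRβ− mice, and 77 passed with the replicate block. Their log2 fold changes ranged from −1.05 to 1.83, each in the direction of the paper's Table S1. Adjusted over this list alone, all 89 passed, but the list was itself drawn from calls on these mice.

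Hr (ENSMUSG00000022096), on chromosome 14 from 70552212 to 70573548, was at 25.1 ± 4.18 CPM (SD, n = 4) in VMH-TRβ− mice and 42.5 ± 5.08 CPM (SD, n = 3) in VMH-GFP mice. This gives a log2 fold change of −0.76 (standard error 0.13, adjusted p = 0.00428 in the limma test, exact permutation p = 0.029). It was −0.85 with the replicate block (adjusted p = 0.00667) and −0.22 with the striatal covariate. Hr was called in 20 of 21 alternatives, with adjusted p-values from 0.00353 to 0.996. The direct T3 genes with the smallest p-values were Gabra2, Disp3, Slc24a2, Efnb2 and Cyp26b1. Gabra2, Disp3 and Slc24a2 were lower in VMH-TRβ− mice, with log2 fold changes of −1.05, −0.73 and −0.92. Efnb2 and Cyp26b1 were higher, with log2 fold changes of 0.98 and 1.43. These 5 genes had adjusted p-values between 1.83e-05 and 0.000778, and between 0.00143 and 0.0051 with the replicate block.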

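The remaining T3-responsive genes of Table S1 that are not on the list of direct targets number 133, and all of them are among the deposited genes. Of these, 121 had an adjusted p-value under 0.05, 57 higher and 64 lower in VMH-TRβ− mice, and 119 passed with the replicate block. The median log2 fold change of the 133 genes was −0.30, with a range from −1.87 to 4.75. The values of the 2 groups did not overlap for 127 of them.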

For genes regulated indirectly by T3, we identified 133 that were also changed (∼9%).

Total, visceral, subcutaneous, and epididymal fat mass were all increased in VMH-TRβ^−^ mice compared to controls (Figures 2A–2E). In keeping with the increased adiposity, VMH-TRβ^−^ mice had a higher plasma leptin concentration than controls (Figure 2F).

**Figure 2:**
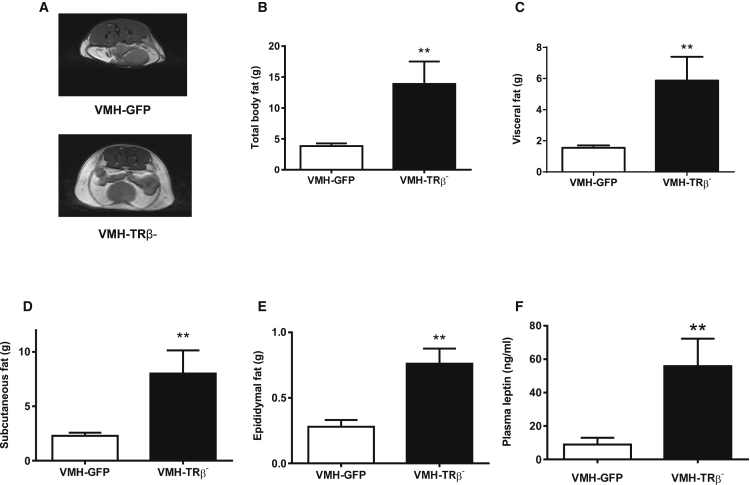
White Adipose Tissue Mass and Distribution MRI quantification of fat demonstrated that VMH-TRβ^−^ mice had significantly higher fat mass. (A) Representative transverse T1-weighted MR images through the abdominal region of a VMH-GFP and VMH-TRβ^−^ mouse. (B) Total body fat. (C) Visceral fat. (D) Subcutaneous fat. (E) Epididymal fat pad weight on day 42 (n = 10). (F) Plasma leptin levels on day 42 (n = 10). Results are mean ± SEM (n = 3 per group unless stated). ^∗∗^p < 0.01 versus control, t test with Bonferroni correction. See also Figure S4.

### VMH-TRβ^−^ Mice Are Systemically Euthyroid

Alterations in circulating thyroid hormones affect food intake and body weight (Pijl et al., 2001). Measurement of plasma TSH, thyroxine (T4), and T3 confirmed that both VMH-TRβ^−^ and control mice were euthyroid (Figures S4A–S4C).

### VMH-TRβ^−^ Mice Are Insulin Resistant but Do Not Show Changes in the Expression of Genes Involved in Hypothalamic Glucose Sensing

Obese VMH-TRβ^−^ mice had high levels of fasting insulin (Figure S4D), as expected. However, when glucose tolerance and insulin tolerance were tested before the development of obesity in the VMH-TRβ^−^ mice, there were no differences between the VMH-TRβ^−^ and VMH-GFP mice (Figures S4E and S4F). RNA-seq analysis did not identify changes in expression of hypothalamic glucose-sensing genes.

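The paper's text names no list of glucose-sensing genes, so a list was fixed before the deposited values were examined. It was fixed after Table S1, which holds the paper's calls on these same mice, had been read. Of its genes, 10 are reported here. Of these, 4 had an adjusted p-value under 0.05 in the limma test over all genes, and the same number passed when the adjustment covered these 10 genes alone. The replicate block left 3 past the threshold.

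Slc2a4, which encodes the glucose transporter GLUT4, lies on chromosome 11 from 69942539 to 69948188. It was at 8.47 ± 1.98 CPM (SD, n = 4) in VMH-TRβ− mice and 3.35 ± 0.554 CPM (SD, n = 3) in VMH-GFP mice, a log2 fold change of 1.27 (standard error 0.19, adjusted p = 0.00240 in the limma test). Kcnj11 and Abcc8 encode the subunits of the ATP-sensitive potassium channel and lie side by side on chromosome 7. Kcnj11 had a log2 fold change of −0.76 (standard error 0.14, adjusted p = 0.00570) and Abcc8 one of −0.25 (standard error 0.07, adjusted p = 0.0378). Slc2a3, which encodes GLUT3, had a log2 fold change of 0.25 (standard error 0.06, adjusted p = 0.0145). The groups did not overlap for any of these 4 genes (exact permutation p = 0.029 for each). With the replicate block the adjusted p-values were 0.0197 for Slc2a4, 0.0204 for Kcnj11, 0.0667 for Abcc8 and 0.0294 for Slc2a3. Over 21 alternatives, the adjusted p-value of Abcc8 ranged from 0.0166 to 0.996, and 12 of them called it. The other 6 genes, Slc2a1, Insr, Ucp2, Prkaa1, Prkaa2 and Hk1, had log2 fold changes between −0.15 and 0.01 and none of them passed.

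**Figure D3:**
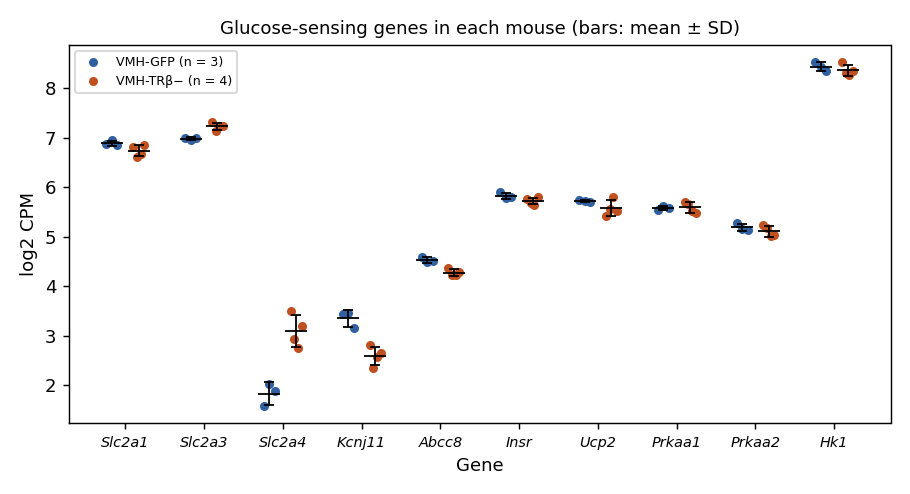
log2 CPM of 10 glucose-sensing genes in each VMH-GFP mouse (blue) and each VMH-TRβ− mouse (orange), with the mean and SD of each group in black. The groups do not overlap for Slc2a3, Slc2a4, Kcnj11 and Abcc8.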

### Obesity in VMH-TRβ^−^ Mice Is Not Due to TRβ Knockdown in Other Brain Areas

To confirm that the observed weight gain and hyperphagia in VMH-TRβ^−^ mice resulted from reduced TRβ expression in the VMH and not spread through the ventricular system into other brain regions, rAAV-Cre was injected into both lateral ventricles of *Thrb*^flox/flox^ mice; a control group of mice were injected with rAAV-GFP. There was no difference in cumulative food intake or body weight gain between these two groups (Figures S4G and S4H).

### VMH-TRβ^−^ Mice Fail to Mount an Orexigenic Response to Administered T3

In order to validate loss of T3 signaling following TRβ inactivation in the VMH, we administered T3 to VMH-TRβ^−^ and VMH-GFP mice by subcutaneous injection. Over the 24-hr study period, T3 significantly increased food intake in VMH-GFP mice but VMH-TRβ^−^ mice failed to mount an orexigenic response to the administered T3 (Figure S4I).

### VMH-TRβ^−^ Mice Do Not Become Obese When Pair-Fed to the Food Intake of Lean Controls

To investigate whether the hyperphagia contributed to, or was a consequence of, the development of the obese phenotype, VMH-TRβ^−^ mice were pair-fed to the food intake of a weight-matched VMH-GFP littermate for 5 weeks. During pair-feeding, there was no difference in cumulative body weight change or food intake (Figures 3A and 3B) or locomotor activity between the two groups.

**Figure 3:**
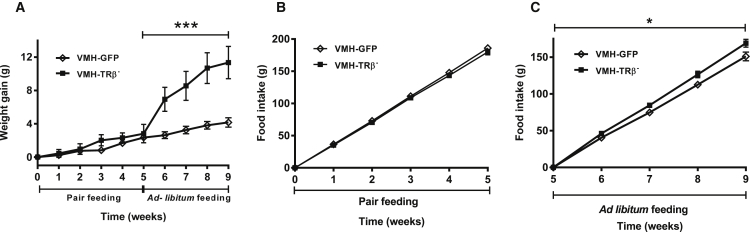
Effect of Pair-Feeding on VMH-TRβ^−^ Mice (A) Weight gain over the entire period of the experiment. During weeks 0–5, food intake of each VMH-TRβ^−^ mouse was limited to that of a weight-matched, VMH-GFP littermate. From weeks 5 to 9, ad libitum access to food was restored. (B) Food intake during the pair-feeding period. (C) Food intake during the ad libitum feeding period. Results are mean ± SEM. n = 9; GEE, ^∗^p < 0.05; ^∗∗∗^p < 0.001.

After 5 weeks of pair-feeding, ad libitum access to food was restored for 4 weeks. Following restoration of free feeding, VMH-TRβ^−^ mice gained significantly more weight and consumed significantly more food than controls (Figures 3A and 3C).

### VMH-TRβ^−^ Mice Have Reduced Energy Expenditure and Reduced Locomotor Activity

The contribution of changes in energy expenditure to the obese phenotype was investigated. Oxygen consumption (VO_2_), carbon dioxide production (VCO_2_), and locomotor activity were all decreased during the dark phase in ad libitum-fed VMH-TRβ^−^ mice both before and after the onset of obesity (Figures 4A–4C). By contrast, there was no difference in VO_2_, VCO_2_, or locomotor activity during the light phase (Figures 4A–4C). The decrease in nocturnal locomotion in VMH-TRβ^−^ mice was confirmed by behavioral analysis (Table S3). There was no difference in respiratory exchange ratio (RER) (Figure 4D) and no difference in brown adipose tissue (BAT) uncoupling protein-1 (*Ucp1*) expression (Figure 4E) between VMH-TRβ^−^ and control mice. In addition, VMH-TRβ^−^ mice have a normal body temperature (Figure S4J).

**Figure 4:**
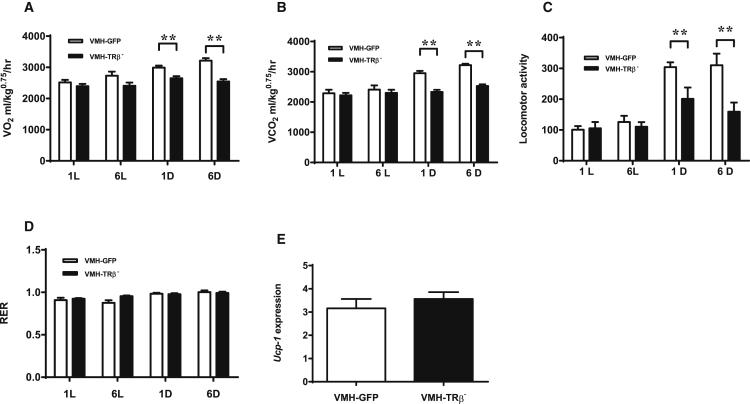
Energy Expenditure and Locomotor Activity in Mice with Reduced Expression of TRβ in the VMH (A) Oxygen consumption. (B) Carbon dioxide production. (C) Locomotor activity. (D) RER. (E) *Ucp1* expression in BAT (n = 7 VMH-GFP and 11 VMH-TRβ^−^). L, light phase; D, dark phase; 1, 1 week, and 6, 6 weeks, after recovery. Data are mean ± SEM (n = 5 VMH-GFP; n = 6 VMH-TRβ^−^); ANOVA with Student-Newman-Keuls analysis, ^∗∗^p < 0.01. See also Table S3.

## Discussion

These studies identify hypothalamic TRβ as an important physiological regulator of appetite and body weight. Reduced TRβ expression in the VMH resulted in marked weight gain, comparable to severe forms of monogenic obesity (Tecott et al., 1995, Yaswen et al., 1999). The weight gain was a consequence of increased total body fat, and in particular a marked increase in subcutaneous and visceral white adipose tissue, the latter being an important risk factor for cardiovascular disease and diabetes (Montague and O’Rahilly, 2000).

VMH-TRβ^−^ mice ate more than control animals, and pair-feeding studies indicated that hyperphagia contributed directly to the obesity. Thus, VMH-TRβ^−^ mice remained lean when food intake was restricted but rapidly became obese when ad libitum feeding was restored.

Selective TRβ knockdown specifically in the VMH was confirmed by ISH and fluorescence microscopy. Although expression of *Thrb* was not reduced in the RNA-seq analysis, these samples are derived from whole hypothalami, and therefore the decrease in the level in the VMH is likely masked by the expression of *Thrb* throughout the rest of the sample. Indeed, the loss of TRβ function in the VMH was demonstrated by the failure of the expected orexigenic response to administered T3 in VMH-TRβ^−^ mice and further supported by the appropriate changes in genes directly regulated by T3. 

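The deposited value for Thrb counts read pairs over the whole gene. In the annotated transcript Thrb-201, which has 10 exons and 4532 bases, coding exon 5, counted over exons that contain coding sequence, is 206 bases long and makes up 4.55% of the transcript. Thra, which encodes the other thyroid hormone receptor, was at 613 ± 47.4 CPM (SD, n = 4) in VMH-TRβ− mice and 564 ± 17.0 CPM (SD, n = 3) in VMH-GFP mice. Its log2 fold change was 0.12 (standard error 0.07, adjusted p = 0.270 in the limma test), and 0.11 with the replicate block (adjusted p = 0.217). The values of the 2 groups overlapped for Thra (exact permutation p = 0.171).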

The possibility of the phenotype arising through virus spread to other CNS areas was excluded by rAAV-Cre injection into the lateral ventricles, which did not result in hyperphagia or obesity.

Previous work in rats has reported the acute orexigenic effect of exogenously administered T3 (Kong et al., 2004). Here, we show the endogenous effect of thyroid hormone action following selective TRβ knockdown. We suggest that our current work describes a local circuit within the VMH that physiologically regulates food intake as distinct from the feeding response to administered pharmacological doses of T3 analogous to the contrasting effects of NPY and PYY.

To investigate the underlying cause of hyperphagia in VMH-TRβ^−^ mice, hypothalamic gene expression patterns were determined by RNA-seq. The expression of *Pomc* and *Fto* were downregulated in the hypothalamus, whereas *Npy* was upregulated. POMC and FTO are thought to inhibit food intake, whereas NPY simulates food intake; therefore, these changes in expression may explain in part the phenotype observed.

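Fto (ENSMUSG00000055932), on chromosome 8 of GRCm38 from 91313525 to 91668439, was at 245 ± 21.2 CPM (SD, n = 4) in VMH-TRβ− mice and 311 ± 12.7 CPM (SD, n = 3) in VMH-GFP mice. Fto had a log2 fold change of −0.35 (standard error 0.07, adjusted p = 0.0117 in the limma test), and every VMH-TRβ− mouse was below every VMH-GFP mouse (exact permutation p = 0.029). With the replicate block it was −0.30 (adjusted p = 0.0407). Without VMH-GFP replicate 1 the adjusted p-value rose to 0.067, and with the striatal covariate it was not called, with a log2 fold change of −0.16. Over 21 alternatives its adjusted p-value ranged from 0.00354 to 0.996. From the lower expression of Pomc and Fto and the higher expression of Npy, the paper proposes that these changes may partly explain the phenotype. Its basis is that POMC and FTO are thought to reduce food intake and that NPY promotes it.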

Energy expenditure in VMH-TRβ^−^ mice was reduced both before and after the onset of obesity. There was no difference in BAT *Ucp1* expression between VMH-TRβ^−^ and control mice, suggesting that adaptive thermogenesis was unaffected. It is likely that changes in energy expenditure in VMH-TRβ^−^ mice resulted from decreased locomotor activity. The reduced locomotor activity is not a consequence of the obesity because it occurred before differences in body weight. In addition, during pair-feeding studies, the reduction in locomotor activity was lost, possibly due to food-seeking behavior. This is likely to explain why body weight gain did not differ between the two groups before the restoration of ad libitum feeding. The energy expenditure and pair-feeding data indicate that both increased food intake and reduced locomotor activity contribute to obesity in VMH-TRβ^−^ mice.

In contrast to VMH-TRβ^−^ mice, global heterozygous TRβ-knockout mice do not have an obese phenotype (Ortiga-Carvalho et al., 2014). This may be explained by the peripheral hyperthyroidism of these mice. In addition, the appetite circuits within the hypothalamus are subject to developmental plasticity and compensatory redundancy (Bouret et al., 2004, Horvath, 2005). For example, neither global deletion of *Agrp* and/or *Npy* nor ablation of arcuate AgRP/NPY neurons in neonatal mice results in a metabolic phenotype (Erickson et al., 1996, Qian et al., 2002, Luquet et al., 2005), whereas ablation of these neurons in adult mice produces profound hypophagia and starvation (Luquet et al., 2005, Gardiner et al., 2005, Bewick et al., 2005). Similar developmental compensation may occur in global TRβ-knockout mice.

Studies using adenovirus-mediated expression of a dominant-negative TR (DN-TR) in the rat VMH have been reported (López et al., 2010). Although VMH DN-TR expression did not affect food intake or body weight in euthyroid animals, it prevented weight loss in thyrotoxic rats and resulted in reduced hypothalamic AMP-activated protein kinase (AMPK) expression (López et al., 2010). AMPK expression was unchanged in our model. 

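Of the genes that encode AMPK subunits, 6 were analysed here, namely Prkaa1, Prkaa2, Prkab1, Prkab2, Prkag1 and Prkag2. None had an adjusted p-value under 0.05, with or without the replicate block, and 2 had an unadjusted p-value under 0.05. The first of these, Prkab1 (chromosome 5, 116013586 to 116024508), had a log2 fold change of −0.24 (standard error 0.10, adjusted p = 0.119 in the limma test, exact permutation p = 0.143). Prkab2 (chromosome 3, 97658193 to 97673812) had a log2 fold change of 0.17 (standard error 0.06, adjusted p = 0.0956, exact permutation p = 0.029). The log2 fold changes of the other 4 genes lay between −0.08 and 0.02. The AMPK genes also had 0 calls when the adjustment covered the list alone.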

DN-TR interferes with the actions of both TRα and TRβ and exerts a marked repressive effect on gene transcription (Ortiga-Carvalho et al., 2014, Ferrara et al., 2012). By contrast, VMH-TRβ^−^ mice have only reduced TRβ activity rather than the pathological repression of TR target genes that is present in animals expressing a dominant-negative receptor. This fundamental difference is likely to explain the contrasting phenotypes observed in these two models.

In summary, we have shown that hypothalamic TRβ is an important physiological regulator of energy homeostasis because TRβ knockdown in the VMH results in a phenotype of hyperphagia and severe obesity that is comparable to some of the most extreme forms of monogenic obesity (Tecott et al., 1995, Yaswen et al., 1999). Our findings provide insights into the central regulation of energy homeostasis by TRβ that could be a target for anti-obesity therapies.

## Experimental Procedures

### Animals

*Thrb*^*flox/flox*^ mice (Winter et al., 2009) were genotyped by PCR using specific oligonucleotide primers (Figure S1). Mice were housed in single cages and maintained under a controlled environment (temperature, 21–23°C; 12-h light–dark cycle, lights on at 07:00) with ad libitum access to chow and water (RM1; SDS Diets), except where stated. Male mice that were 8 weeks old at the start of procedures were used in all experiments. All animal studies were approved under the Animals (Scientific Procedures) Act (1986) (Project License Number 70_7229) and approved by the Animal Welfare and Ethical Review Body, Imperial College London, which is signed up to the ARRIVE (Animal Research: Reporting of In Vivo Experiments) guidelines.

### rAAV Preparation

rAAV was produced (Grimm et al., 1998) and isolated (Zolotukhin et al., 1999), as previously described.

### Confirmation of rAAV Transgene Expression, *Thrb* Excision, and Reduced TRβ Expression in the VMH

Excision of the *Thrb*^*flox*^ allele within the hypothalamus was confirmed by PCR (Figure S1). ISH using a probe specific to the excised portion of TRβ was performed to confirm reduced TRβ expression within the VMH (Smith et al., 2008).

### Measurement of Energy Expenditure

Metabolic parameters were measured by indirect calorimetry using an open-circuit Oxymax system of the Comprehensive Lab Animal Monitoring System (Columbus Instruments) (Gardiner et al., 2010).

### RNA-Seq Analysis

RNA-seq analysis was performed using hypothalamic RNA from VMH-GFP (n = 3) and VMH-TRβ^−^ (n = 4) mice using next-generation sequencing (NGS) technologies (Imperial BRC Genomics Laboratory, Imperial College London). For further details, see Supplemental Experimental Procedures.

### Statistical Analyses

Cumulative food intake and body weight data were analyzed using generalized estimating equations with exchangeable correlation matrix and robust SEs. Differences between two groups at individual time points were analyzed by unpaired t tests; for multiple comparisons, a Bonferroni correction was applied. Values from the behavioral study were analyzed using a one-way ANOVA followed by Kruskal-Wallis test. Data from the energy expenditure test were analyzed using a one-way ANOVA followed by a Newman-Keuls test. Plasma thyroid hormones were compared using Mann-Whitney U test. Differences between groups were considered statistically significant at the 95% confidence level (p < 0.05).

## Author Contributions

W.S.D., S.R.B., J.H.D.B., G.R.W., and J.V.G. conceived of and supervised the project. S.H., M.P., W.S.D., S.A.R., Y.M., C.H., W.F., and J.V.G. conducted the majority of the experiments. S.A.R. and A.G. maintained the mice. A.G. and J.H.D.B. prepared the TRβ probe. J.B. and J.A. performed the MRI study. G.S.H.Y., B.Y.H.L., and J.P.-W. performed the RNA-seq experiments and analysis. J.S. generated the *Thrb*^flox/flox^ mice. S.H., W.S.D., S.R.B., J.H.D.B., G.R.W., and J.V.G. wrote the manuscript. All authors discussed the results and commented on the manuscript.

# Supplementary material for: Thyroid Hormone Receptor Beta in the Ventromedial Hypothalamus Is Essential for the Physiological Regulation of Food Intake and Body Weight
**Source:** Cell Rep. 2017 Jun 13;19(11):2202–9. doi: 10.1016/j.celrep.2017.05.066
**Supplement:** Document S1. Supplemental Experimental Procedures, Figures S1–S4, and Table S3

**Supplemental Information**

**Thyroid Hormone Receptor Beta in the Ventromedial**

**Hypothalamus Is Essential for the Physiological**

**Regulation of Food Intake and Body Weight**

**Saira Hameed, Michael Patterson, Waljit S. Dhillon, Sofia A. Rahman, Yue Ma, Christopher Holton, Apostolos Gogakos, Giles S.H. Yeo, Brian Y.H. Lam, Joseph Pox-Wolf, Wiebke Fenske, Jimmy Bell, Jelena Anastasovska, Jacques Samarut, Stephen R. Bloom, J.H. Duncan Bassett, Graham R. Williams, and James V. Gardiner**

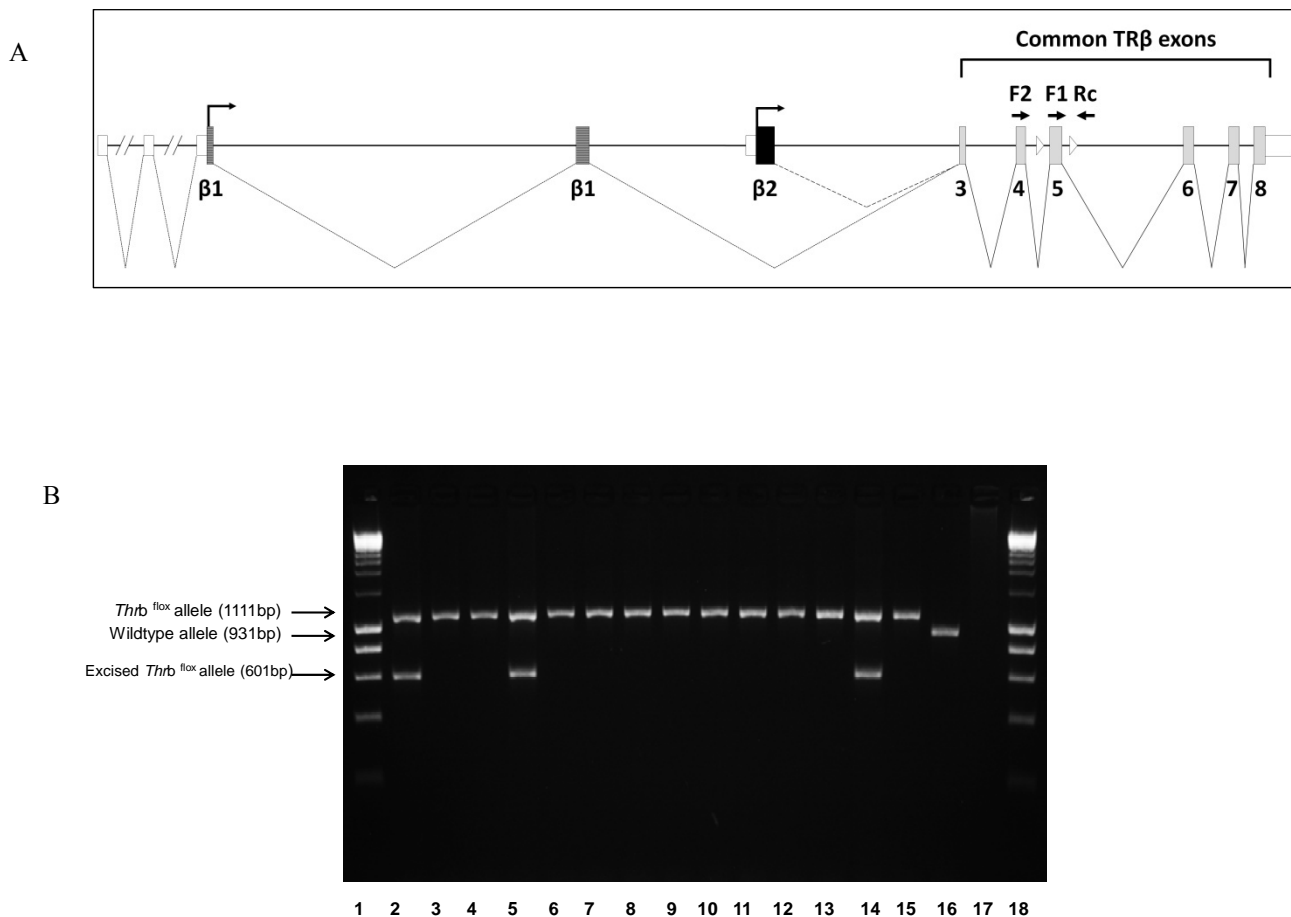

### Supplemental Data Items

**Figure S1 Schematic representation of the *Thrβ<sup>lox</sup>* allele and verification of excision of the *Thrβ<sup>lox</sup>* allele related to figure 1**

**A)** Genomic structure of *Thrβ* (NC\_000080.6 (17660960-18038088)) showing the locations of the thyroid hormone receptor beta 1 (*TRβ1*: NM\_001113417.1) and beta 2 (*TRβ2*: NM\_009380.3) isoforms. White boxes represent untranslated exons, shaded boxes indicate unique 5' *Thrβ1* exons, the black box shows the unique 5' *Thrβ2* exon, and the light grey boxes show the 6 exons common to both isoforms. The positions of the two LoxP sites flanking exon 5 are indicated by the white triangles. 

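In the annotation of GRCm38 the number of this exon depends on how exons are counted. Transcript Thrb-201 begins with 2 untranslated exons, so coding exon 5 is exon 7 of the transcript, from 18011065 to 18011270 on chromosome 14. Counted from the start of the transcript, exon 5 runs from 18002528 to 18002628, is 101 bases long and holds 2.23% of the transcript. Transcript Thrb-202, which begins at its own first exon, shares both of these exons.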

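The primer sequences given for this figure were compared with the annotated Thrb transcripts. The sequence of F1 lies in exon 7 of Thrb-201, which is coding exon 5. The sequence of F2 lies in exon 6, from 18008569 to 18008716 on chromosome 14. The reverse primer Rc had no match in any Thrb transcript. After excision the paper gives a shorter product for F2 with Rc than for F1 with Rc. Since F2 lies before F1, the excised segment must hold the site of F1, in coding exon 5. The exon counted as 5 from the start of the transcript lies before F2, outside the stretch between F2 and Rc.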

The wild type and *Thrβ<sup>lox</sup>* alleles were amplified using the forward (F1: 5'-CAGCCACTGGAAGCAGAAG-3') and reverse primers (Rc: 5'-AACGTCACCTGTTGTGGTGTACAGG-3'). PCR amplification of the wild type allele resulted in a 931bp product whereas the product of the *Thrβ<sup>lox</sup>* allele was 1111bp in size. The excised *Thrβ<sup>lox</sup>* allele was amplified using the forward primer (F2: 5'-CATCTATGTTGGCATGGCAACAGACT-3') and reverse primer (Rc) the resulting product being 601bp in size.

**B)** Agarose gel visualized under UV illumination of PCR on DNA to demonstrate excision of the *Thrβ<sup>lox</sup>* allele in *Thrβ<sup>lox/lox</sup>* mice, restricted to the hypothalamus, following intra-VMH injection of rAAV-Cre. Arrows denote position of *Thrβ<sup>lox</sup>* allele (1111bp), wildtype allele (931bp) and the excised *Thrβ<sup>lox</sup>* allele (601bp). Lane 1: HyperLadder I™ (DNA molecular weight marker). Lanes 2 and 5: hypothalamic DNA from two *Thrβ<sup>lox/lox</sup>* mice injected with rAAV-Cre into the VMH, denoted as VMH-TRβ<sup>-</sup> mouse 1 and VMH-TRβ<sup>-</sup> mouse 2 respectively, each showing a band at 1111bp representing the *Thrβ<sup>lox</sup>* allele and a band at 601bp representing the excised *Thrβ<sup>lox</sup>* allele. Lanes 3 and 6: PCR performed on DNA extracted from the cerebellum (lane 3, VMH-TRβ<sup>-</sup> mouse 1; lane 6, VMH-TRβ<sup>-</sup> mouse 2). Lanes 4 and 7: PCR performed on DNA extracted from the brainstem (lane 4, VMH-TRβ<sup>-</sup> mouse 1; lane 7, VMH-TRβ<sup>-</sup> mouse 2). In these lanes only the band at 1111bp representing the *Thrβ<sup>lox</sup>* allele is present. The absence of a band at 601bp in these lanes demonstrates that the *Thrβ<sup>lox</sup>* allele has not been excised in these extra-hypothalamic brain tissues. Lanes 8 and 11: hypothalamic DNA from two *Thrβ<sup>lox/lox</sup>* mice injected with rAAV-GFP into the VMH, denoted as VMH-GFP-mouse 1 and VMH-GFP-mouse 2 respectively, each showing a band at 1111bp representing the *Thrβ<sup>lox</sup>* allele. The absence of a band at 601bp in these lanes demonstrates that the *Thrβ<sup>lox</sup>* allele has not been excised in the hypothalami of the rAAV-GFP injected mice. Lanes 9 and 12: PCR performed on DNA extracted from the cerebellum (lane 9, VMH-GFP-1-mouse 1; lane 12, VMH-GFP-mouse 2). Lanes 10 and 13: PCR performed on DNA extracted from the brainstem (lane 10, VMH-GFP-mouse 1; lane 13, VMH-GFP-mouse 2). Lane 14: PCR of DNA extracted from the hypothalamus of a *Thrβ<sup>lox/lox</sup>* mouse injected with rAAV-Cre. Lane 15: PCR of DNA extracted from the hypothalamus of an un-injected *Thrβ<sup>lox/lox</sup>* mouse. Lane 16: PCR of DNA extracted from the hypothalamus of a wildtype mouse. Lane 17: negative control (autoclaved glass distilled water). Lane 18: HyperLadder I™ (DNA molecular weight marker).

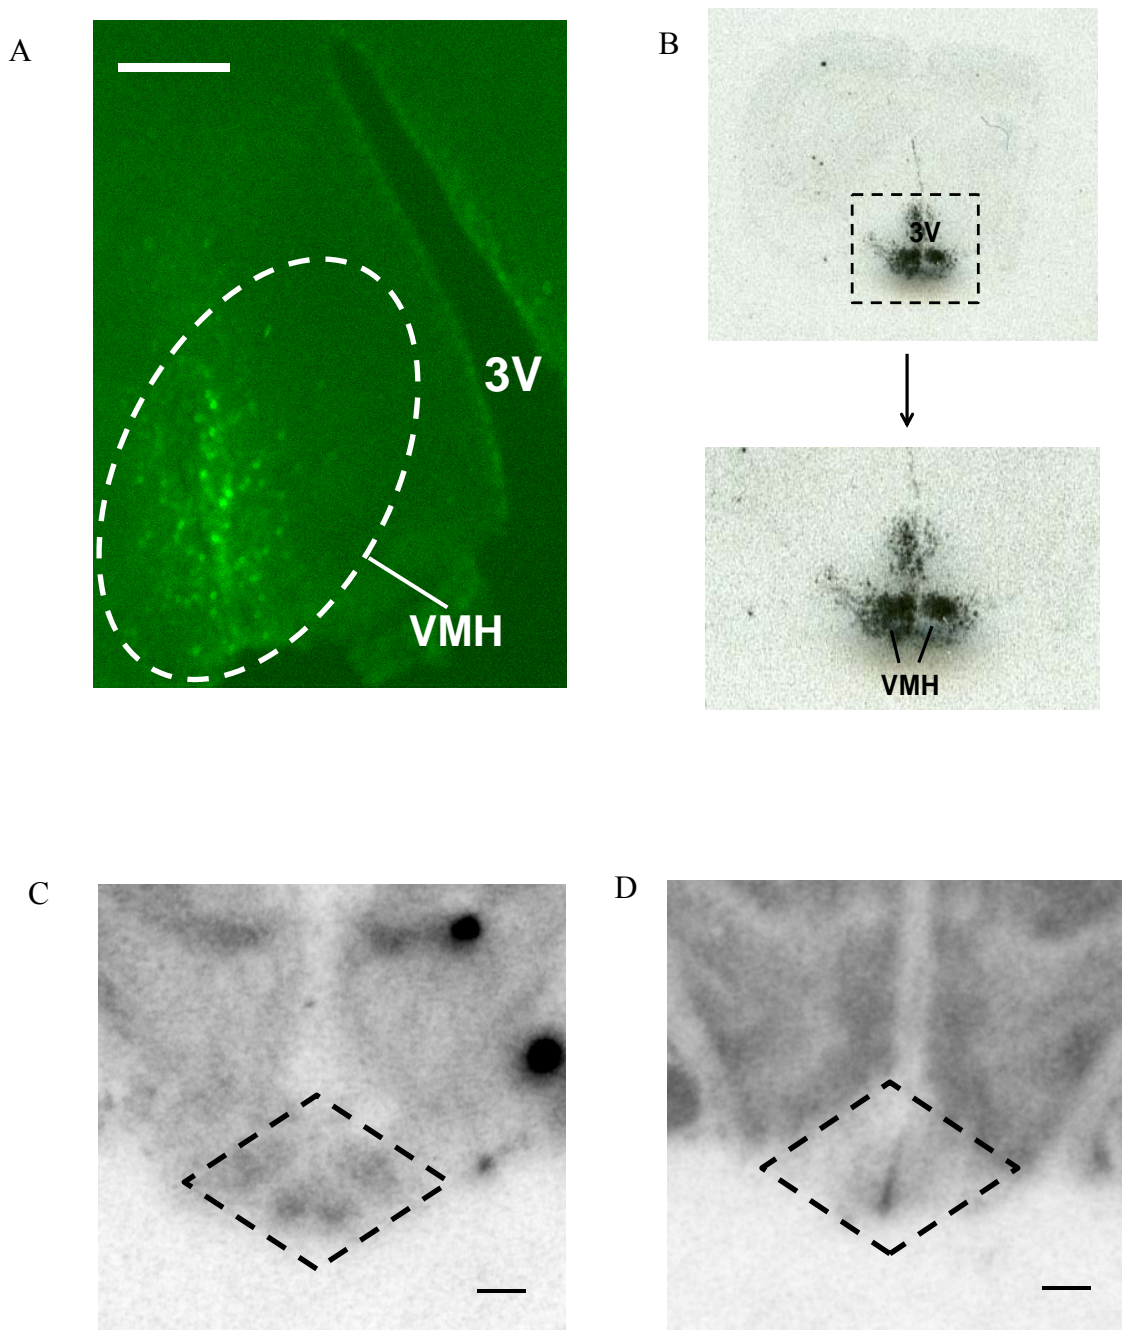

**Figure S2 Localization studies, verification of rAAV-Cre transgene expression and excision of the  $TR\beta^{lox}$  allele within the ventromedial hypothalamus related to figure 1**

**(A)** GFP fluorescence within the VMH which sits adjacent to the third ventricle (3V) (scale bar represents  $6\mu m$ ). **(B)** Representative *in situ* hybridization image of a VMH- $TR\beta^{-/-}$  mouse brain radio-labelled with woodchuck hepatitis post-regulatory element (WPRE) antisense riboprobe which localizes transgene expression to the VMH. The WPRE sequence is part of the expression cassette of rAAV vectors but is not endogenously expressed by mammalian cells. Its detection therefore confirms successful rAAV neuronal infection and transgene expression. Scale bar is  $0.2mm$  **(C)** Representative *in situ* hybridization image of a VMH-GFP mouse brain radio-labelled with  $TR\beta$  antisense riboprobe showing expression of  $TR\beta$  within the VMH (hashed area). This is in comparison to the *in situ* hybridization image **(D)** showing a VMH- $TR\beta^{-/-}$  mouse brain radio-labelled with *Thrb* antisense riboprobe. The lack of riboprobe binding in the VMH- $TR\beta^{-/-}$  mouse brain (D) (area marked by hashed lines) in comparison to the control brain (C) suggests reduced expression of  $TR\beta$  in the VMH of VMH- $TR\beta^{-/-}$  mice. Scale bar  $25\mu m$ .

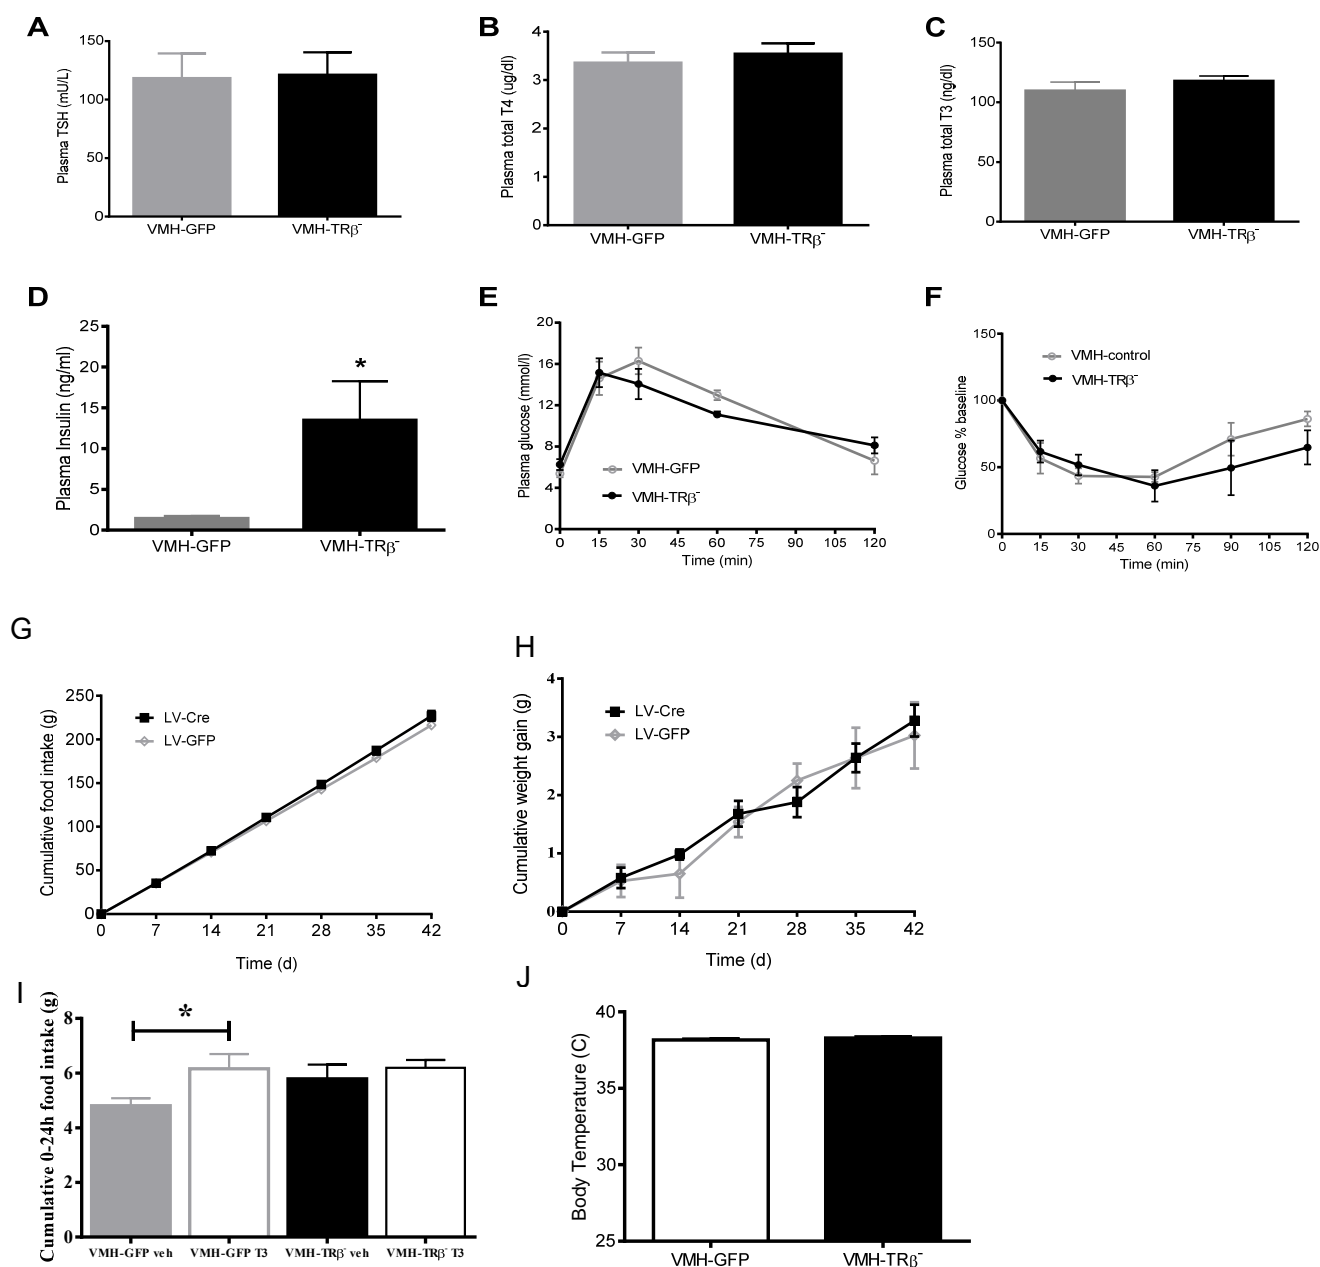

**Figure S4: Systemic thyroid function and glucose homeostasis body temperature and response to exogenous T3 injection of VMH-TR $\beta^{-/-}$  and VMH-GFP and effect of lateral ventricle injection of rAAV-Cre (LV-Cre) or rAAV-GFP (LV-GFP) into the lateral ventricles (LV) of *Thr $\beta$ <sup>flox/flox</sup>* mice mice related to figure 2**

(A) Plasma mTSH.

(B) Plasma total T4.

(C) Plasma total T3.

(D) Fasting plasma insulin.

(E) Glucose tolerance test performed before development of obesity in mice.

(F) Insulin tolerance test performed before development of obesity in mice.

(G) Weight change in LV-Cre and LV-GFP mice

(H) Cumulative food intake in LV-Cre and LV-GFP mice

(I) Twenty-four hour food intake in VMH-GFP or VMH-TR $\beta^{-/-}$  mice in response to exogenous T3 or vehicle.

(J) Body temperature in VMH-TR $\beta^{-/-}$  and VMH-GFP mice.

Results (A-C) are mean  $\pm$  s.e.m. (n=7 per group). Data were analyzed by Mann-Whitney U test.

Results D are mean  $\pm$  s.e.m. (n=10 per group). Results E-F are mean  $\pm$  s.e.m. (n=9 per group).

Results G and H are mean  $\pm$  s.e.m. (n=8-10 per group). Data were analyzed using generalized estimating equations with exchangeable correlation matrix and robust standard errors

Results I are mean  $\pm$  s.e.m (n=5-7 per group) Results J are mean  $\pm$  s.e.m (n=4 per group) Data were analyzed by t-test.

|                        | Dark phase |                    | Light phase |                  |
|------------------------|------------|--------------------|-------------|------------------|
|                        | VMH-GFP    | VMH-TR $\beta$ -   | VMH-GFP     | VMH-TR $\beta$ - |
| <b>Feeding</b>         | 19 (16-23) | 21 (9-25)          | 14 (13-17)  | 9 (9-14)         |
| <b>Drinking</b>        | 2 (0-3)    | 0 (0-0)            | 0 (0-1)     | 0 (0-0)          |
| <b>Grooming</b>        | 24 (22-26) | 17 (11-24)         | 15(10-19)   | 13 (4-16)        |
| <b>Burrowing</b>       | 1 (0-2)    | 1 (0-3)            | 3 (0-4)     | 6 (1-8)          |
| <b>Rearing</b>         | 2 (0-3)    | 0 (0-1)            | 0 (0-0)     | 0 (0-0)          |
| <b>Locomotion</b>      | 21 (17-22) | <b>11 (7-13)**</b> | 9 (7-10)    | 6 (3-8)          |
| <b>Sleep</b>           | 24 (19-24) | 36 (32-41)         | 60 (42-65)  | 60 (48-68)       |
| <b>Head down/still</b> | 17 (11-21) | 21 (13-32)         | 10 (3-15)   | 15 (13-18)       |

**Table S3 Effect of TR $\beta$  inactivation in the VMH on mouse behavior related to figure 4.** At least twenty eight days after rAAV injection, behavioral patterns were monitored continuously for sixty minutes at 08.30h, 12.30h, 16.30h, 19.30h, 00.00h and 04.00h by observers blinded to the experimental treatment. At every time point, each animal was observed for three five second periods every five minutes and the behavior noted. There was a significant reduction in nocturnal locomotor activity in VMH-TR $\beta$ - compared with the control group. There was no difference in abnormal behaviors (defined by a significant increase in head down, burrowing or rearing) between VMH-TR $\beta$ - and control mice. Results are median (interquartile range) (n=7-10 per group); \*\*  $P<0.01$  versus control data were analyzed by Kruskal-Wallis one way analysis of variance.

## Supplemental Experimental Procedures

### Stereotaxic surgery

Stereotaxic surgery was performed on eight week old male *Thrb<sup>flx/flx</sup>* mice (Gardiner et al., 2005). The VMH injection coordinates were 1.3mm posterior, 0.4mm lateral and 6mm ventral. The LV coordinates were 0.5mm posterior, 1.1mm lateral and 2.4mm ventral. Each mouse received a 0.5 µl bilateral injection of either rAAV-Cre 7.63x10<sup>13</sup> gp/ml or rAAV-GFP, 8.57x10<sup>13</sup> gp/ml. Mice were individually housed at 21-23°C with a 12-h light/dark cycle with *ad libitum* access to food (RM1 diet; DS, Witham, UK) and water unless otherwise specified.

### RNA seq analysis

RNA-Seq analysis was performed using hypothalamic RNA from VMH-GFP (n=3) and VMH-TRβ- (n=4) mice using Next Generation Sequencing (NGS) technologies (Imperial BRC Genomics Laboratory, Imperial College London). TruSeq Stranded mRNA libraries were multiplexed and sequenced with the average of 40 million DNA fragments per sample (100 bp paired-end reads). Quality control was performed using FastQC software (version 0.11.2). Sequencing reads were aligned to GRCm38 reference mouse genome by Tophat (version 2.0.10) using the set of known genes provided by Ensembl database (release 75) with the average alignment rate of 85%. The raw number of read pairs mapped to each Ensembl gene was calculated with HTSeq (version 0.6.0) in 'union' mode. Reads (or read pairs) that overlap more than one gene or mapped to multiple locations were discarded. 

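Reads that fit several places in the genome equally well are left out by this step, which matters for genes that have a near-identical copy. Among the 11907 deposited genes, 764 have a longest transcript that matches the transcript of another gene at 95% identity or more over at least 200 bases, not counting genes that overlap it. Of the 2126 differentially expressed genes 129 have such a copy, and 1997 do not. Of 42 processed pseudogenes in the table, 24 were called higher and 1 was called lower in VMH-TRβ− mice.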

Differential expression analysis was performed using EdgeR and an FDR cutoff of 0.05 was used to generate the lists of DE genes. The lists of T3 responsive genes and direct T3 responsive genes were obtained from Gil-Ibañez et al. 2017 and overlapped with DE expressed genes from the present study. Ingenuity Pathway Analysis was performed using the resultant sets of DE genes. A heatmap comparing gene expression in 89 direct T3 responsive genes in the present study was generated using GeneSpring.

### Quantitation and distribution of white adipose tissue by MRI

VMH-TRβ<sup>-</sup> and VMH-GFP mice (n=3 per group) were scanned using a 4.7 Tesla Varian INOVA imaging system. SliceOmatic software (version 4.2) was used to separate and quantify tissue volumes (Mystkowski et al., 2000). Quantitation of fat depots was normalized to total body fat and total body fat was normalized to body weight.

### Glucose and insulin tolerance tests

Glucose and insulin tolerance tests were carried out as previously described (Bewick et al., 2009). Plasma glucose was measured using the Acensia Contour blood glucose monitoring system (Bayer HealthCare, Newbury, U.K.).

### Peripheral (subcutaneous) administration of T3 (75nmol/kg) and food intake

In a randomized crossover, VMH-TRβ<sup>-</sup> mice and VMH-GFP mice control mice (n=5-7 per group) received either subcutaneous T3 (75nmol/kg) or vehicle as previously described (Kong et al., 2004) and food intake measured.

### GFP visualization

Animals were terminally anaesthetized and the brains dissected, incubated and sliced as previously described (Gardiner et al., 2005). Fluorescence was detected by a Zeiss deconvoluting microscope (Axiovert S100 TV, Carl Zeiss, Jena, Germany) using a FITC filter. Images were acquired using a MetaMorph imaging system (Universal Imaging, West Chester, USA) as previously described (Gardiner et al., 2005).

### Pair-feeding of VMH-TRβ<sup>-</sup> mice to the food intake of VMH-GFP mice

Twenty eight days after rAAV injection, VMH-TRβ<sup>-</sup> mice were pair-fed to the mean daily food intake of a weight matched VMH-GFP litter mate (n=9 per group). After 5 weeks of pair-feeding, *ad libitum* feeding was re-instated for a further 4 weeks.

### Plasma assays

Total T4, T3 and TSH were measured by radioimmunoassay (RIA) (Pohlenz et al., 1999). Fasting leptin and fasting insulin were measured by enzyme linked immunosorbent assay (Crystal Chem, IL).

### Quantitation of *Ucp1* mRNA expression in BAT by northern blot analysis

RNA was extracted from inter-scapular BAT of VMH-TRβ<sup>-</sup> and VMH-GFP mice (n=7-11 per group) and *Ucp1* mRNA expression determined by northern blot analysis as previously described (Smith et al., 2008).

### Measurement of energy expenditure

The study commenced 21 days after rAAV injection. One week and 6 weeks into the study, metabolic parameters were measured for 24h (12h light phase, 12h dark phase) by indirect calorimetry using an open-circuit Oxymax system of the Comprehensive Lab Animal Monitoring System from Columbus Instruments (Columbus, OH, USA). Animals (n=5-6 per group) were maintained at 21-23°C with a 12-h light/dark cycle with *ad libitum* access to food (RM1 diet; DS, Witham, UK) and water. To measure oxygen consumption and carbon dioxide production exhaust air from each tight chamber was sampled for 1min at 30min intervals. Oxygen consumption and carbon dioxide production were normalized to surface area (Tschop et al., 2011) (body weight to the power of 0.75). The ambulatory activity of each animal was assessed simultaneously using the optical beam technique as previously described (Gardiner et al., 2010).

## Behavioral Analysis

At least 28 days after rAAV injection, behavioral patterns of VMH-TR $\beta$ <sup>-</sup> and VMH-GFP mice (n=7-10 per group) were monitored continuously for sixty minutes at 08.30h, 12.30h, 16.30h, 19.30h, 00.00h and 04.00h, by observers blinded to the experimental treatment. At every time point, each animal was observed for three, five second periods every five minutes and the behavior noted. Behavior was classified into eight categories: feeding, drinking, grooming, burrowing, rearing, locomotion, sleep, head down/still as previously described (Fray et al., 1980; Abbott et al., 2001). Abnormal behavior was defined by a significant increase in head down, burrowing or rearing as previously described (Abbott et al., 2001).

## Supplemental References

Abbott, C.R., Rossi, M., Wren, A.M., Murphy, K.G., Kennedy, A.R., Stanley, S.A., Zollner, A.N., Morgan, D.G., Morgan, I., Ghatei, M.A., *et al.* (2001). Evidence of an orexigenic role for cocaine- and amphetamine-regulated transcript after administration into discrete hypothalamic nuclei. *Endocrinology* 142, 3457-3463.

Bewick, G.A., Kent, A., Campbell, D., Patterson, M., Ghatei, M.A., Bloom, S.R., and Gardiner, J.V. (2009). Mice with hyperghrelinemia are hyperphagic and glucose intolerant and have reduced leptin sensitivity. *Diabetes* 58, 840-846.

Fray, P.J., Sahakian, B.J., Robbins, T.W., Koob, G.F., and Iversen, S.D. (1980). An observational method for quantifying the behavioural effects of dopamine agonists: contrasting effects of d-amphetamine and apomorphine. *Psychopharmacology (Berl)* 69, 253-259.

Mystkowski, P., Shankland, E., Schreyer, S.A., LeBoeuf, R.C., Schwartz, R.S., Cummings, D.E., Kushmerick, M., Schwartz, M.W. (2000). Validation of whole-body magnetic resonance spectroscopy as a tool to assess murine body composition. *Int J Obes Relat Metab Disord* 24, 719-24.

Pohlenz, J., Maqueem, A., Cua, K., Weiss, R.E., Van Sande, J., and Refetoff, S. (1999). Improved radioimmunoassay for measurement of mouse thyrotropin in serum: strain differences in thyrotropin concentration and thyrotroph sensitivity to thyroid hormone. *Thyroid* 9, 1265-1271.

Tschöp, M.H., Speakman, J.R., Arch, J.R., Auwerx, J., Brüning, J.C., Chan, L., Eckel, R.H., Farese, R.V. Jr, Galgani, J.E., Hambly, C., *et al.* (2011). A guide to analysis of mouse energy metabolism. *Nat Methods*. 9, 57-63.

# Supplementary material for: Thyroid Hormone Receptor Beta in the Ventromedial Hypothalamus Is Essential for the Physiological Regulation of Food Intake and Body Weight
**Source:** Cell Rep. 2017 Jun 13;19(11):2202–9. doi: 10.1016/j.celrep.2017.05.066
**Supplement:** Document S2. Article plus Supplemental Information

# Cell Reports

## Thyroid Hormone Receptor Beta in the Ventromedial Hypothalamus Is Essential for the Physiological Regulation of Food Intake and Body Weight

### Graphical Abstract

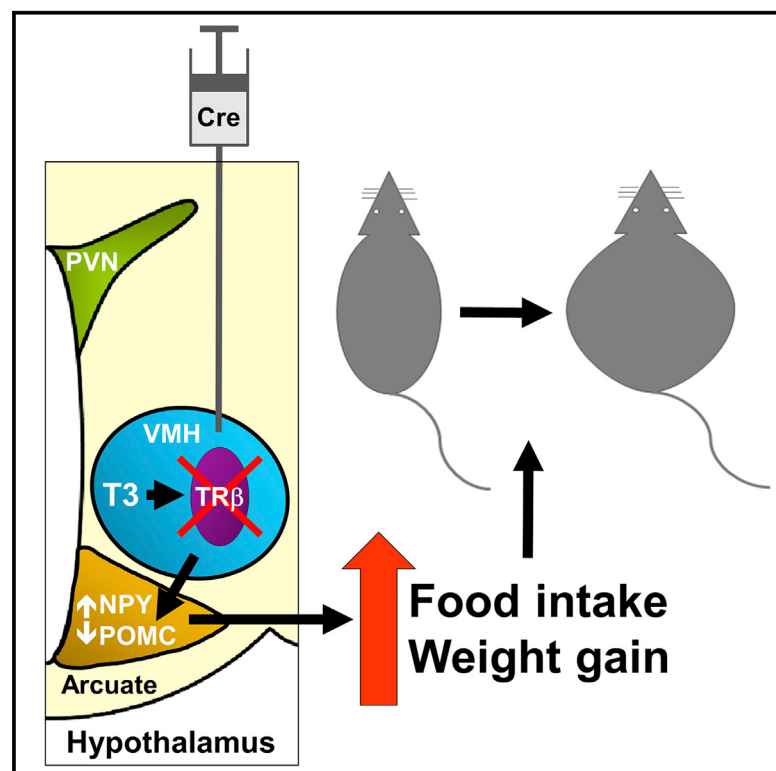

### Authors

Saira Hameed, Michael Patterson, Waljit S. Dhillon, ..., J.H. Duncan Bassett, Graham R. Williams, James V. Gardiner

### In Brief

Hameed et al. report that selective knockdown of a thyroid hormone receptor in the mouse hypothalamus results in a phenotype of severe obesity, overeating, and reduced energy expenditure, which may be due to downstream changes in the expression of hypothalamic regulators of food intake.

### Highlights

- The ventromedial hypothalamus (VMH) expresses thyroid hormone receptor beta (TRβ)
- In mice, selective knockdown of TRβ (TRβ<sup>-</sup>) in the VMH results in severe obesity
- The obesity is due to overeating (hyperphagia) and reduced energy expenditure
- TRβ<sup>-</sup> mice have altered expression of hypothalamic regulators of food intake

### Accession Numbers

GSE98690

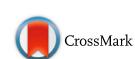

Hameed et al., 2017, Cell Reports 19, 2202–2209  
June 13, 2017 © 2017 The Author(s).  
<http://dx.doi.org/10.1016/j.celrep.2017.05.066>

CellPress

# Thyroid Hormone Receptor Beta in the Ventromedial Hypothalamus Is Essential for the Physiological Regulation of Food Intake and Body Weight

Saira Hameed,<sup>1</sup> Michael Patterson,<sup>1,6</sup> Waljit S. Dhillon,<sup>1</sup> Sofia A. Rahman,<sup>2</sup> Yue Ma,<sup>1</sup> Christopher Holton,<sup>1</sup> Apostolos Gogakos,<sup>2</sup> Giles S.H. Yeo,<sup>3</sup> Brian Y.H. Lam,<sup>3</sup> Joseph Poley-Wolf,<sup>3</sup> Wiebke Fenske,<sup>1</sup> Jimmy Bell,<sup>4</sup> Jelena Anastasovska,<sup>4</sup> Jacques Samarut,<sup>5</sup> Stephen R. Bloom,<sup>1</sup> J.H. Duncan Bassett,<sup>2</sup> Graham R. Williams,<sup>2,\*</sup> and James V. Gardiner<sup>1,7,\*</sup>

<http://dx.doi.org/10.1016/j.celrep.2017.05.066>

## SUMMARY

The obesity epidemic is a significant global health issue. Improved understanding of the mechanisms that regulate appetite and body weight will provide the rationale for the design of anti-obesity therapies. Thyroid hormones play a key role in metabolic homeostasis through their interaction with thyroid hormone receptors (TRs), which function as ligand-inducible transcription factors. The TR-beta isoform (TR $\beta$ ) is expressed in the ventromedial hypothalamus (VMH), a brain area important for control of energy homeostasis. Here, we report that selective knock-down of TR $\beta$  in the VMH of adult mice results in severe obesity due to hyperphagia and reduced energy expenditure. The observed increase in body weight is of a similar magnitude to murine models of the most extreme forms of monogenic obesity. These data identify TR $\beta$  in the VMH as a major physiological regulator of food intake and energy homeostasis.

## INTRODUCTION

Energy homeostasis is regulated by neurotransmitters and by humoral factors including thyroid hormones, which act within the hypothalamus and systemically to regulate food intake (Coppola et al., 2007; Coll et al., 2007) and energy expenditure (Kim, 2008). The effects of the active form of thyroid hormone, 3,5,3'-L-triiodothyronine (T3), are mediated by two thyroid hormone receptors (TR $\alpha$  and TR $\beta$ ), encoded by *Thra* and *Thrb*, respectively (Brent, 2012).

Metabolic phenotypes have been described in mice and humans with TR mutations. Mice with heterozygous dominant-

negative mutations of TR $\alpha$  display a variety of metabolic phenotypes ranging from hypermetabolism, hyperphagia, and resistance to diet-induced obesity (Sjögren et al., 2007) to increased visceral adiposity, hypophagia, and impaired cold-induced adaptive thermogenesis (Liu et al., 2003). The variation in described phenotypes is likely to be due to the differing actions of individual mutant receptors on wild-type TR function (Ortiga-Carvalho et al., 2014). Humans with heterozygous dominant-negative mutations of TR $\alpha$  (resistance to thyroid hormone  $\alpha$  [RTH $\alpha$ ]) may be overweight or obese with reduced energy expenditure (Bochukova et al., 2012; Moran et al., 2013, 2014). Humans with heterozygous dominant-negative mutations of TR $\beta$  have RTH $\beta$ , resulting in high levels of circulating thyroid hormones and thyroid-stimulating hormone (TSH) due to impaired negative feedback of the hypothalamic-pituitary-thyroid axis (Ortiga-Carvalho et al., 2014). Humans with RTH $\beta$  may be overweight and hyperphagic (Mitchell et al., 2010) despite features of hyperthyroidism such as tachycardia and raised energy expenditure due to T3 actions in TR $\alpha$ -responsive tissues. These extensive studies demonstrate that thyroid hormone is an essential regulator of food intake and energy expenditure. Despite this, clinical and global gene targeting studies cannot differentiate between the developmental and adult, or systemic and central, effects of thyroid hormones.

How the deposited data were processed for this re-analysis (not part of the article)

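The data are RNA-seq values from the hypothalami of 3 VMH-GFP mice and 4 VMH-TRβ− mice, with 1 library per mouse, and the assignment of each library to a group was taken from the sample labels. The paper describes stranded mRNA libraries with paired-end reads, alignment with Tophat to GRCm38 and counting of read pairs per Ensembl gene with HTSeq, with reads of several genes or locations discarded. The authors deposited log2 values, the log2 of CPM (read pairs scaled to library size) with a small offset, 1 column per mouse, for 11907 genes. Neither how the library sizes were scaled nor how these genes were chosen is stated with the values. All 7 columns were used.

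The design set before the data were examined took the table for linear CPM and added 0.5 before taking the log2. The values proved to be on the log2 scale already, so before any model was fitted it was decided to use them as deposited, and the pseudocount of 0.5 was kept as an added alternative. Read pairs were recovered from the spacing of the values of each library after removal of the offset of 0.212 CPM. Every value gave a whole number, with 20.1 M to 27.8 M read pairs per mouse. The floor of 3 read pairs lies between 0.107 and 0.150 CPM.

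The 11907 genes were tested with limma 3.58.1 in R 4.3.3, with a mean-variance trend, no covariates and Benjamini-Hochberg adjustment, at an adjusted p-value of 0.05. A filter at 1 CPM in at least 3 mice removed 0 genes. Single genes and sets of marker genes were also compared with a two-sided exact permutation test of the difference in means over 35 splits of the mice. The numbers of the mice in the labels are the only sign of pairing, and they belong to different animals. Because same-numbered mice had a mean correlation of 0.11 in their deviations, results with the replicate number as a block are reported beside those without it. Tested on simulated data in which 200 of 11907 genes changed by 1 log2 unit, the fit called all 200 and 10 unchanged genes. The fit with the replicate block called 200 and 14. The fit with the striatal covariate called 146 of the 200, and 15 unchanged genes. Every simulated gene had the same spread beyond counting error (dispersion 0.004) and none followed the striatal score, so these counts do not give the power in the real data.

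Positions, transcripts and gene types were taken from GENCODE mouse release 21, which is on GRCm38, and 16 of the genes had no match in it. Near-identical copies were found with minimap2 2.31 by comparing the longest transcript of each tested gene with those of all genes, at 95% identity or more over at least 200 bases, leaving out genes that overlap on the genome. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the summaries and figures. Random gene sets and random placements were drawn 1000 times.

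The genes named are those that the paper names for the RNA-seq data, fixed lists of glucose-sensing and AMPK genes, Thra, the 5 largest rises and the 5 largest falls among genes past the threshold whose groups did not overlap, the 5 direct T3 genes with the smallest p-values, and marker genes in the closing section. The fixed lists and the sets of marker genes were written before the values were examined but after Table S1 had been read. The molecules of Table S2 were matched through the gene names in Table S1. The alternatives tried were other pseudocounts, no filter and a filter at a mean of 10 CPM, median-of-ratios scaling, quantile normalization, limma without the trend or with robust variance, the replicate block, each mouse left out in turn, a striatal score as covariate, and other thresholds. Corrections for GC content and transcript length and voom on the recovered reads were added after the data were examined. The fits with edgeR and DESeq2 that had been planned were not run. The deposited values are log2 values, and the reads recovered from them were used with voom only. Nr5a1, Slc2a2, Slc5a1, Glp1r, Gckr and Prkag3 were not analysed here. Another gene of the glucose-sensing list is not reported here, and the counts for that list leave it out.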

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

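The tests on immunoglobulin genes, on striatal RNA and on depth were chosen after the results were seen. Those on within-group correlation of the other sets were chosen before it was computed, but after the differences of the sets had been seen.

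Among 51 results tested for a mouse far from the others of its group of 4, 1 stood out, where chance alone gives about 1 in 20. The log2 value of Olfr287 was 1.84 in VMH-TRβ− replicate 2, and the other 3 VMH-TRβ− mice lay between −0.05 and 0.14. That mouse had 72 read pairs on the gene. No biological explanation was tested for this value.

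Genes that the paper does not discuss were higher in every VMH-TRβ− mouse than in every VMH-GFP mouse when averaged over sets of marker genes. The mean log2 value of 6 immunoglobulin and plasma cell genes differed by 5.93 (exact permutation p = 0.029, the smallest that the design allows; 0.051 after adjustment over 16 sets). All 7 immunoglobulin and Jchain genes in the table were above every control in all 4 VMH-TRβ− mice. RNA from plasma cells in the dissected samples cannot be told from other sources by this count, because the explanation was named after these genes had been seen to rise. Their share of the read pairs was about 0.0021% to 0.0022% in VMH-GFP mice and ranged from 0.0268% to 0.212% in VMH-TRβ− mice. The deviations of these genes within a group had a mean pairwise correlation of 0.82, above 100% of the random gene sets, so that RNA from plasma cells, as a share that varies between mice in the dissected samples, remains a candidate explanation. The mean of the set was 7.28 in VMH-TRβ− replicate 3 and 4.81 to 5.92 in the other VMH-TRβ− mice. This correlation may therefore depend largely on replicate 3, and it was not computed without that mouse.

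The T cell and MHC set differed by 2.89 (exact permutation p = 0.057, adjusted 0.083) and the gliosis set by 1.09 (p = 0.057 in the exact test, adjusted 0.083). Both differences have the same direction in 4 of 4 mice. Their within-group correlations were 0.75 and 0.80, each above 100% of random gene sets, as RNA from infiltrating immune cells in the dissected samples and RNA from reactive glia in the dissected samples would give. VMH-TRβ− replicate 3 was highest in both sets, at 8.49 for T cell and MHC and 6.76 for gliosis. The other VMH-TRβ− mice lay between 4.97 and 6.09 and between 5.39 and 5.80. Both correlations may therefore depend largely on replicate 3, and they were not computed without it. The meninges and fibroblast set differed by 1.34 (exact permutation p = 0.029, adjusted 0.051), and its within-group correlation of 0.52 was also above 100% of random sets, so that RNA from meninges in the dissected samples may contribute.

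The striatal set, 17 genes that were all called and all higher, differed by 1.65 (exact permutation p = 0.029, adjusted 0.051). Its genes moved together within groups with a mean correlation of 0.79, above 100% of random sets, so that RNA from striatal tissue in the dissected samples is a candidate source of this rise. The basal forebrain set differed by 1.01 (exact permutation p = 0.029, adjusted 0.051), and 7 of its 8 genes were called. Its within-group correlation of 0.21 exceeded 94.6% of random sets, short of the 95% that was set for RNA from basal forebrain tissue in the dissected samples.

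As a block result, the differences over 3 pairs of mice with the same replicate number were 5.87 for the immunoglobulin set, 2.98 for T cell and MHC, 1.13 for gliosis, 1.39 for meninges, 1.63 for the striatal set and 1.00 for basal forebrain, each higher in 3 of 3 pairs.

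The set differences could follow from the knockdown, from the vector or from what was dissected. These cannot be told apart here, because every VMH-TRβ− mouse differs from every VMH-GFP mouse in all of them at once, and the correlations above leave RNA from other cells or tissue open. Genes that are regulated together would be correlated too. The activity set of immediate early genes, which stands for no tissue, had a within-group correlation of 0.53, above 99.1% of random sets (difference 0.32, exact permutation p = 0.257, adjusted 0.294). These correlations therefore do not separate RNA from other tissue from a regulated response, and falling short of 95% does not exclude RNA from a tissue. Depth is not a sufficient explanation, since 3 of the 4 VMH-TRβ− libraries lie within the range of the control libraries. Over the pseudocount, scaling, GC and length alternatives and the fits that each left out one mouse, the lowest differences were 4.69 for the immunoglobulin set, 2.18 for the T cell and MHC set, 0.81 for gliosis, 1.19 for meninges, 1.45 for the striatal set and 0.85 for basal forebrain.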

How the results depend on the processing

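The alternatives were set before the data were examined, except for the pseudocount of 0.5, voom on the recovered reads and the GC and length corrections, which were chosen after seeing the data. The 3 alternatives with edgeR or DESeq2 were not run. The log2 scale alone did not rule them out, since whole read pairs were recovered from the values and used with voom. Removing the filter changes nothing, because every gene passes it. Under the filter at a mean of 10 CPM, genes below it, Pomc among them, have no value.

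The count of differentially expressed genes stayed within 1.5 times 2126 in 19 of 24 alternatives. It was 231 at a threshold of 0.001 and 872 at 0.01, and the genes of the Table S2 pathways numbered 13 and 37 there. Across the 7 fits that each left out one mouse, the count ranged from 895 to 2330, and the lowest was without VMH-GFP replicate 1. Over the same fits the paper's Table S1 genes that were called ranged from 878 to 1693, the direct T3 genes from 36 to 76, the indirect T3 genes from 68 to 118, the pathway genes from 36 to 78 and the glucose-sensing genes from 2 to 4. The log2 fold change of Pomc ranged from −1.71 to −1.23, that of Npy from 0.55 to 0.82 and that of Fto from −0.39 to −0.30, and each of these 3 lost its call without VMH-GFP replicate 1. With a filter at a mean of 10 CPM, 2 glucose-sensing genes were called. The log2 fold changes of Thrb and Ucp2 kept their direction and stayed above the threshold in all 21 alternatives, and Hr in 20 of 21 kept its direction and its call. In the fit without alternatives 2 AMPK genes had an unadjusted p-value under 0.05, and 0 were called there or under any of 21 alternatives.

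The striatal score as a covariate removed every call. With it 0 differentially expressed genes, 0 of the paper's Table S1 genes, 0 direct and 0 indirect T3 genes, 0 pathway genes and 0 glucose-sensing genes had an adjusted p-value under 0.05, while 469 genes had an unadjusted p-value under 0.05. The log2 fold change of Pomc became 0.15 and that of Npy −0.26. Both changed sign, but each is smaller than its standard error, 0.84 for Pomc and 0.35 for Npy. Those of Fto (−0.16) and Hr (−0.22) kept their direction. Of the 2126 genes 1753 kept their direction, 1227 of them with at least 0.5 of the log2 fold change and 561 with at least all of it. Among the 10 largest rises and falls, Pcp4 was at −2.73, 4833420G17Rik at −2.60, Hjurp at −2.04, Fcrls at −3.25, Igkv6-32 at 5.03 and Ighg2b at 5.46. Igkc shrank from 7.66 to 3.83, Ighg2c from 7.18 to 3.33 and Igha from 6.76 to 2.58. Of the glucose-sensing genes Kcnj11 was at −0.96, Slc2a4 at 0.95, Slc2a3 at 0.18 and Abcc8 at −0.13. The direct T3 genes Gabra2, Slc24a2 and Disp3 were at −0.95, −0.87 and −0.64. Efnb2 and Cyp26b1, also direct T3 genes, shrank from 0.98 to 0.57 and from 1.43 to 0.77. The covariate also changed the sign of Thra (−0.11), Insr (0.0467), Prkaa2 (0.27), Hk1 (0.11), Prkag1 (−0.19), Prkag2 (−0.43) and Olfr287 (0.43). Among these only Prkaa2 and Prkag2 were larger than their standard errors, both 0.22, and none passed the threshold. The score separates the groups without overlap, so this covariate cannot be separated from the knockdown. The same fit called 146 of 200 genes that were changed by 1 log2 unit in simulated data. Every simulated gene had the same spread beyond counting error, and none followed the score. That count therefore does not give the power of the fit in these mice. Pcp4, at −2.73, had an adjusted p-value of 0.206 in the limma test with the covariate. The cause of the lost calls was not tested further.

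Genes with log2 fold changes near 0 also changed sign. With the GC correction Prkaa1, Prkag1 and Prkag2 were at −0.0115, −0.0250 and −0.0452. With the length correction Prkag1 and Prkag2 were at −0.0190 and −0.00200. The replicate block put them at −0.0101 and −0.00846. When one mouse was left out, Prkaa1 ranged from −0.0238 to 0.0506, Prkag1 from −0.0191 to 0.0380 and Prkag2 from −0.0429 to 0.0626. The set of T3-responsive brain genes differed by 0.04 (exact permutation p = 0.66, adjusted 0.70), and 1 of its 7 genes was called, lower. Unlike the paper's T3 lists, this set was not limited to genes that the paper had called. In the fits that each left out one mouse it ranged from −0.0118 to 0.0726, and the suprachiasmatic set from −0.0698 to 0.0332. The immunoglobulin set difference was 4.69 with a pseudocount of 1 and 4.75 with quantile normalization. The cause was not tested for any of these.

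For the other results, changes without reversal were counted once for each result and setting. There were 4 under the remaining settings (2 weaker and 2 moved) and 19 in the fits that each left out one mouse (9 weaker and 10 moved). A result that changed in several of these fits was counted several times. With the striatal covariate 24 results changed (18 weaker and 6 moved). The 12 counts per pathway at thresholds of 0.001 and 0.01 also moved. Genes with all control mice at 3 read pairs or fewer, such as Ighg2b and Igkv6-32, have a fold change that is only a lower bound at this depth.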

Differences from the paper's values

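The unadjusted p-value of Pomc was 0.00125 in the limma test against the paper's 9.33e-07. That of Npy was 0.00121 in the limma test against the paper's 9.42e-06. None of the alternatives set before the data were examined closed either gap. Over them the p-value from limma was between 0.000257 and 0.866 for Pomc and between 0.000216 and 0.481 for Npy. Neither did those chosen after seeing the values. The paper's own test was not run here, so whether it accounts for these gaps is not known.

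The log2 fold change of Ighg2c was 7.18 against the paper's 9.22. Of the alternatives set before the data were examined, 1 of 17, the fit without VMH-TRβ− replicate 1, came within the spread between mice, at 7.81. The log2 fold change of Igha was 6.76 against the paper's 9.01, and none of the 17 closed the gap. The VMH-GFP mice had at most 5 read pairs of either gene, near or below the offset in read pairs, so both log2 fold changes depend on the offset and understate the change. With pseudocounts of 0.1 and 1 they were 7.72 and 5.55 for Ighg2c and 7.47 and 4.95 for Igha. With voom on the recovered reads, which was chosen after seeing the values, the log2 fold changes were 8.30 for Ighg2c and 8.34 for Igha, both within the spread between mice.

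The paper states that the RNA-seq data showed no changes in glucose-sensing genes. Here 4 genes of a fixed list had an adjusted p-value under 0.05, namely Slc2a4 (log2 fold change 1.27), Slc2a3 (0.25), Kcnj11 (−0.76) and Abcc8 (−0.25). The list was fixed before the deposited values were examined but after Table S1 had been read, so it was not blind to the paper's calls. The first 3 of them are also in the paper's Table S1, with the paper's log2 fold changes of 1.34, 0.26 and −0.78. Abcc8 is not in that table. With the striatal covariate, none of the 10 genes reported here was called.

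Of the genes in the paper's Table S1, 206 were not called here, and 374 genes called here are not in it. Of the 89 direct and 133 indirect T3 genes that the paper gives as changed, 79 and 121 were called. Adjusted over each list alone, 89 and 133 passed, but these lists were drawn from the paper's own calls. With adjustment over all tested genes at 0.05, the highest counts among the alternatives set before the data were examined were 80 and 125, and with those added after seeing the values they were 85 and 126.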

Other observations

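The tests on depth, on the window of chromosome 1, on near-identical copies and on pseudogene parents, and the use of the covariate fit and of simulations as tests of striatal RNA as the only source, were chosen after the results were seen, while the covariate fit itself was set beforehand.

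Of the 35 splits of the 7 mice into 3 and 4, 1, the real one, gave as many as 2126 genes with an adjusted p-value under 0.05. A single other split gave any gene, and it gave 3. Of the 8 splits that separate the 3 same-numbered pairs as the real one does, 1 gave as many, but 8 splits cannot give a share under 0.125. The other 27 splits keep at least 1 same-numbered pair together.

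The number of differentially expressed genes was set against technical explanations. For GC content of transcripts, the log2 fold changes had a Spearman correlation of −0.18 across genes, which are not independent replicates, and 2064 genes passed after a correction, 1813 of them the same genes. After it the correlation was −0.05. For length of transcripts the correlation was −0.01, which leaves little for a correction to remove. The correction moved it to 0.07, further from 0, so the 2711 genes that passed after it, 2089 of them the same, say little about length. As to a difference in depth between groups, 3 of the 4 VMH-TRβ− libraries were within the range of the control libraries. As to a few genes taking most of the counts, the share of the 10 most abundant genes differed without overlap, from 7.63% to 7.96% in VMH-GFP mice and from 6.44% to 7.02% in VMH-TRβ− mice, but it was at most 7.96% in any mouse. With median-of-ratios scaling, which such genes affect less, 2136 genes passed, but its factors were between 0.991 and 1.00, so it moved the values little and does not exclude a part of this share in the count. With a covariate for striatal RNA 0 genes passed and 469 had an unadjusted p-value under 0.05, a count that cannot tell striatal RNA as the only source of the changes from the knockdown, because the score does not overlap between the groups. With the covariate 81.0% of the genes past 0.001 kept their direction and at least 0.5 of their log2 fold change, but this cannot tell the 2 apart either. In 50 simulations in which every gene followed the striatal score alone, from 2219 to 2519 genes passed 0.05. Only 14 of the 50 had any gene past 0.001, at most 5, against 231 in the data. All of these few simulated genes kept as much. Of all the genes that passed 0.05, 57.7% kept as much in the data and from 33.7% to 37.5% in the simulations. That comparison was noticed in the same output and not set as a test. The 231 genes and the 57.7% lie outside the simulated ranges. In the simulations each gene had independent noise, with the spread that the score left over in the data. That spread includes any group difference that the score misses, which makes it harder for a simulated gene to pass 0.001. The comparison therefore does not decide whether striatal RNA is the only source of the changes. Nor does it separate the knockdown from other differences between the groups.

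Sets of marker genes for other tissue were also compared. The thalamus set was lower by 0.89 in VMH-TRβ− mice (difference −0.89, exact permutation p = 0.029, adjusted 0.051), in 4 of 4 mice, and its within-group correlation of 0.41 was above 99.7% of random sets, as less RNA from thalamic tissue in the dissected samples would give. The oligodendrocyte set (difference −0.45, exact permutation p = 0.029, adjusted 0.051, lower in 4 of 4 mice) had a within-group correlation of 0.40, above 99.8% of random sets, as less RNA from oligodendrocytes in the dissected samples would give. The choroid plexus set was higher by 1.24 (exact permutation p = 0.086, adjusted 0.114, higher than every control in 3 of 4 mice), and its correlation of 0.32 exceeded 94.0% of random sets, short of the 95% set for RNA from choroid plexus in the dissected samples. Of 5 sets for the hypothalamus itself, 3 were lower in every mouse. The VMH set (difference −0.32), the lateral hypothalamus set (−0.29) and the paraventricular and supraoptic set (−0.36) were each lower than every control in 4 of 4 mice (exact permutation p = 0.029, adjusted 0.051 for each), and 3 of 8, 2 of 4 and 3 of 5 of their genes were called, all lower. Their within-group correlations of 0.06, −0.11 and 0.25 were above 77.2%, 35.6% and 92.8% of random sets. The arcuate set (−0.30, exact permutation p = 0.200, adjusted 0.246) was lower in 3 of 4 mice, with a correlation of 0.31, above 96.7% of random sets. The suprachiasmatic set was at −0.02 (exact permutation p = 0.83), with 1 gene called higher and 1 lower. No explanation was tested for these 5 sets. A regulated response would also raise these correlations, as described for the other sets. A hypothesis is that the dissected tissue differed between the groups. A change of these genes by the knockdown was not tested separately. Taking the replicate number as a block, over 3 same-numbered pairs, the difference was −0.89 for thalamus, −0.48 for oligodendrocytes, −0.29 for VMH, −0.25 for lateral hypothalamus and −0.39 for the paraventricular and supraoptic set, each lower in 3 of 3 pairs, and −0.37 for arcuate and 0.02 for suprachiasmatic, with pairs in both directions. For choroid plexus it was 1.23, between 1.10 and 1.34 in all 3 pairs, although the unpaired test did not pass 0.05. With 3 pairs an exact test cannot give a p-value under 0.25.

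The most strongly changed genes lay near each other on the chromosomes. Among 230 placed genes with an adjusted p-value under 0.001, 22 neighbouring pairs were found, where random placement gave a mean of 4.35 and at most 12. At thresholds of 0.0001, 0.01 and 0.05 the pairs numbered 1, 117 and 508, against random means of 0.144, 63.2 and 379. The excess was 5.06-fold at 0.001 and 1.26-fold for genes between 0.001 and 0.05, and it remained with the immunoglobulin genes left out, at 19 pairs against 4.31. Among the genes past 0.001, pairs 1 to 10 Mb apart were also more frequent, 319 against a random mean of 213, so that for these genes neighbouring genes sharing reads or regulation is not a sufficient explanation. At 0.0001 such distant pairs numbered 18 against 7.29 and at 0.01 they numbered 3289 against 3058. They were not in excess at 0.05 (18180 against 18214) or between 0.001 and 0.05 (14400 against 14494), so for the weaker changes sharing between neighbours is left open. On chromosome 1, the 5 Mb from 169655501 held 11 of these genes among 43 tested, and all 11 were lower in VMH-TRβ− mice. As to random placement of the changed genes, 1 of 1000 random placements put as many in any window of this length. In simulated placements the test of neighbouring pairs found a planted segment in 50 of 50 runs and passed its limit in 2 of 50 without one. A candidate explanation is a strain or litter difference in genotype between the groups. It could be tested with the sequence reads, which were not used here.

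Among the 63 called genes that rose by more than 2 log2 units, 22 were processed pseudogenes. Of the 42 processed pseudogenes tested, 24 were called higher and 1 lower, and 23 or 24 were called higher under each of the pseudocount, scaling, GC and length alternatives. Genes with a near-identical copy made up 12.6% of the genes past 0.001 and 6.29% of the other tested genes (odds ratio 2.14, Fisher's exact test across genes, two-sided, p = 0.000551), so that reads shared between near-identical copies may contribute to the strongest changes. They made up 6.07% of all differentially expressed genes and 6.42% of the tested genes. Of the 16 risen pseudogenes whose closest copy was tested, 11 had a closest copy that was lower in VMH-TRβ− mice, but only 5 of the 16 copies were called lower and 4 were called higher, 2 of which are themselves risen pseudogenes. Among the 11, 2 pseudogenes share the same copy. For 5 of the 11 the copy lost at least as many read pairs as the pseudogene gained. With the closest protein-coding copy in place of the closest copy, 13 of 16 had a lower copy, 7 a copy called lower and 2 a copy called higher, and for 7 of the 13 the copy lost at least as many read pairs. These 16 share 13 different copies. Reads moved from the parent gene to its pseudogene are therefore not ruled out. Whether alignment or sequence differed between the groups was not tested, since only counts per gene were used here.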
